# Oxidative phosphorylation is required for cardiomyocyte re-differentiation and long-term fish heart regeneration

**DOI:** 10.1038/s44161-025-00718-x

**Published:** 2025-10-01

**Authors:** Konstantinos Lekkos, Zhilian Hu, Phong D. Nguyen, Hessel Honkoop, Esra Sengul, Rita Alonaizan, Jana Koth, Jun Ying, Madeleine E. Lemieux, Alisha Kenward, Sean Keeley, Bastiaan Spanjaard, Brett W. C. Kennedy, Xin Sun, Katherine Banecki, Helen G. Potts, Gennaro Ruggiero, James Montgomery, Daniela Panáková, Jan Philipp Junker, Lisa C. Heather, Xiaonan Wang, Juan Manuel Gonzalez-Rosa, Jeroen Bakkers, Mathilda T. M. Mommersteeg

**Keywords:** Regeneration, Heart stem cells

## Abstract

In contrast to humans, fish can fully regenerate their hearts after cardiac injury. However, not all fish have the same regenerative potential, allowing comparative inter-species and intra-species analysis to identify the mechanisms controlling successful heart regeneration. Here we report a differential regenerative response to cardiac cryo-injury among different wild-type zebrafish strains. Correlating these data with single-cell and bulk RNA sequencing data, we identify oxidative phosphorylation (OXPHOS) as a positive regulator of long-term regenerative outcome. OXPHOS levels, driven by glycolysis through the malate-aspartate shuttle, increase as soon as cardiomyocyte proliferation decreases, and this increase is required for cardiomyocyte re-differentiation and successful long-term regeneration. Reduced upregulation of OXPHOS in *Astyanax mexicanus* cavefish results in the absence of a dynamic temporal sarcomere gene expression program during cardiomyocyte re-differentiation. These findings challenge the assumption that OXPHOS inhibits regeneration and reveal targetable pathways to enhance heart repair in humans after myocardial infarction.

## Abstract (web summary)

Lekkos et al. show that a metabolic switch toward oxidative phosphorylation is required for cardiomyocyte re-differentiation and heart regeneration after injury in fish.

## Main

The ability for heart regeneration during adult life varies considerably among species. Mammals, including humans, have very limited regenerative capacity in the heart, whereas other species, including zebrafish, can completely restore damaged tissue^1,2^. The current stance in the field is that this difference is underpinned by species-specific variations in cardiomyocyte metabolism^3,4^. After birth, mammals are exposed to an oxygen-rich environment in comparison to the more hypoxic conditions in utero, resulting in a switch from a glycolytic metabolism to OXPHOS largely fueled by fatty acid β-oxidation. This allows cardiomyocytes to meet the increased demand for cardiac output in warm-blooded species^5^ but also generates reactive oxygen species (ROS), which can damage DNA. As a result, cardiomyocytes that were highly proliferative before birth lose this ability after the first weeks of life^6,7^. By contrast, fish live in water that has lower levels of oxygen than the surrounding air, which is thought to facilitate glycolytic metabolism throughout adulthood. Cold-blooded fish have lower cardiac output, and it has been suggested that the cardiomyocytes are less specialized; therefore, they do not require the high levels of ATP produced by OXPHOS and do not compromise on proliferative capacity. By using glycolysis, zebrafish cardiomyocytes can pass their cell cycle checkpoints and divide, restoring the lost myocardium after injury^7–12^.

Numerous findings have confirmed the beneficial role of glycolysis during heart regeneration in fish. Glycolysis is strongly upregulated in the cardiomyocytes bordering the injured area, and, when inhibited, cardiomyocyte proliferation is reduced^13^. Additionally, uncoupling glycolysis from pyruvate oxidation, by preventing glucose from shunting toward OXPHOS through overexpression of *pdk* (pyruvate dehydrogenase kinase), increases cardiomyocyte proliferation^14^. However, the role of oxidative metabolism in the regenerative process remains elusive even though some studies have hinted that there is an upregulation of *OXPHOS* during heart regeneration^15–17^. The reported increase in *OXPHOS* at 7 days post-cryo-injury (dpci), which coincides with the peak of cardiomyocyte proliferation^18^, seems counterintuitive and leaves many open questions about its role in regeneration.

Here, with an intra-species and inter-species comparative approach using zebrafish and *A. mexicanus*, we show that, during successful regeneration, *OXPHOS* is downregulated in the first days after injury while cardiomyocyte proliferation takes place. However, immediately after the peak of proliferation, the *malate-aspartate shuttle (MAS)* is upregulated, activating the *tricarboxylic acid (TCA)* cycle and *OXPHOS*. The upregulation of *OXPHOS* coincides with a dynamic pattern of re-differentiation of the border zone cardiomyocytes and determines the long-term regenerative outcome. Pharmacologically or genetically blocking the MAS or OXPHOS inhibits cardiomyocyte re-differentiation and regeneration. Therefore, the view on zebrafish heart regeneration as being solely reliant on glycolysis, with OXPHOS seen as exclusively detrimental, needs revisiting.

## Results

### Differential regenerative response among wild-type zebrafish strains

Although adult zebrafish can repair damaged heart muscle in response to cryo-injury, the speed of regeneration varies among studies^19–25^. Those differences can be attributed to inter-study deviations in surgery techniques. However, the background strain used also varies, indicating possible differential responses to cryo-injury among strains. To identify potential intra-species variabilities in cardiac regeneration, we investigated the response of seven different wild-type zebrafish strains to cryo-injury. In addition to the strain already used in our facility (Kings College London (KCL)), we imported six zebrafish strains: AB, Nadia (NA), Sanger AB Tübingen (SAT), Tupfel long fin (TL), Tübingen (TU) and Wild India Kolkata (WIK) (Fig. 1a). 

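Bulk RNA-seq was made from single ventricles of the 7 wild-type strains (WIK, TU, TL, SAT, NA, KCL and AB), taken uninjured and at 1 and 7 dpci. There were 61 libraries, 3 for each strain and time point except SAT and TU at 1 dpci, which had 2 each. The libraries were of the QuantSeq FWD kind, which reads the 3′ ends of transcripts, and were sequenced on 2 lanes. The authors aligned the reads and counted genes with STAR against GRCz11, and the deposited table holds raw counts for 32520 annotated genes. Total counts ran from 3317954 to 5293394 per library in the 21 uninjured hearts (median 4114558), from 2943684 to 5538019 in the 19 hearts of 1 dpci (median 3683461) and from 3012597 to 4711279 in the 21 hearts of 7 dpci (median 3791243). A single mitochondrial ribosomal RNA gene, ENSDARG00000080337 at 2043 to 3725 of the mitochondrial genome, took 31.2 to 69.3% of the counts, so that 1269442 to 2557917 counts per library were left for all other genes. For 6 libraries the time in the deposited title differs from the time in the deposited labels, and the title was followed. Uninjured SAT 3 and uninjured TU 1 carry the label 7 dpci, SAT 38 and TU 49 of 7 dpci carry 1 dpci, and TL 41 and WIK 55 of 1 dpci carry uninjured. In genes that differed between strains, all 3 libraries labelled NA uninjured were closest to TU libraries of the other times and all 3 labelled TU uninjured were closest to NA libraries, whereas each of the 44 libraries of the other 5 strains was closest to its own strain. None of the 3 libraries labelled NA 7 dpci and of the 3 labelled TU 7 dpci was closest to its own label either. Each was compared with its label's pooled libraries of the other times, which include the doubtful uninjured ones. This cannot tell which time is at fault, and the doubt is kept for both. The libraries of 1 dpci were closest to their own label over 5983 genes, but NA 28 only by r = 0.161 against 0.160 for TU, and over 5043 genes chosen without NA and TU it was closest to SAT (0.152, with 0.093 for NA). All labels were used as deposited. Genes with a CPM of at least 1 in at least 1 library were kept, which left 16890 genes, the same set as in the deposited normalized table. Groups were compared with edgeR's quasi-likelihood F test after TMM normalization, in 1 fit with a coefficient for each of the 21 groups. Standard errors and p-values of this fit measure the spread of ventricles within groups, not the spread between strains. Unless stated otherwise, a gene in a count of changed genes passed an adjusted p of 0.05 and a fold of 2, and a member of a gene list passed the adjusted p alone. The comparisons, the gene lists except those of skeletal muscle, and the rule for the genes to be named were fixed before the data were examined. The dispersion trend and some of the tests were chosen after results had been seen, and the closing parts name them. A list's score is the mean log2 CPM of its members, with a prior count of 2. Lists were tested with camera at a preset correlation between genes, and again with an estimated correlation. Wound length and area, as percentages of the ventricular perimeter and area, border zone proliferation and embcmhc staining were taken from the paper's source data as strain means over 3 to 11 fish. The embcmhc value is the border zone signal divided by inner wound length. The paper states that fish were assigned to its experiments at random, and RNA was taken from dissected ventricles, so the fish measured and the fish sequenced are joined by strain alone.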

Hearts were isolated at 1, 7, 21 and 90 dpci as well as uninjured controls and sham (Fig. 1a,b). Analysis of the uninjured hearts showed strong similarity among the strains but with some differences in morphology and transcriptome (Fig. 1a,c and Extended Data Fig. 1a,b). 

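Uninjured ventricles of the strains shared most of their expression pattern, and a smaller part of the genes set the strains apart. Across genes, the strain means of log2 CPM correlated with r between 0.944 and 0.965 (median 0.956, 21 pairs of strains), with the caution that genes are not independent replicates. Of the 16890 genes tested, 2207 (13.1%) differed between the strains at an adjusted p under 0.05 in edgeR's F test over the 7 uninjured groups, 4493 did so at an unadjusted p under 0.05, and for 2083 of the 2207 the highest and lowest strain means lay more than 1 log2 unit apart. Among the genes that differed were mdh1ab, the cytoplasmic malate dehydrogenase gene (adjusted p = 2.6e-06), slc25a51b, a carrier of the mitochondrial inner membrane (5.6e-05), nppa, a natriuretic peptide gene (5.3e-05), and myl7, a myosin light chain of cardiomyocytes (0.0012). Uninjured mdh1ab levels ran from a log2 CPM of 2.98 ± 0.14 (SD, n = 3) in the libraries labelled NA to 6.48 ± 0.13 (SD, n = 3) in WIK. Within uninjured KCL the 3 ventricles ran from 2.92 to 7.18, wider than the range of the strain means. The paralog mdh1aa (adjusted p = 0.15), the replication gene pcna (0.35) and the respiratory chain gene cox7a1 (0.42) did not pass the test. The OXPHOS score was lowest in uninjured SAT, at 7.40 ± 0.10 (SD, n = 3), and highest in the libraries labelled TU, at 7.88 ± 0.15 (SD, n = 3). Single ventricles of the same strain correlated with a median r of 0.939 (range 0.922 to 0.957, 21 pairs) and ventricles of different strains with a median of 0.915 (0.894 to 0.937, 189 pairs). Strain means remained as close after injury, with r from 0.948 to 0.965 at 1 dpci and from 0.947 to 0.965 at 7 dpci. Between the libraries labelled NA uninjured and TU uninjured, 134 genes were higher in NA and 192 were lower. These are the libraries that stood closer to each other's strain at the other times.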

Despite the overall similarities, post-cryo-injury survival was significantly different among the strains (Extended Data Fig. 1c,d). To assess differences in regenerative response, we quantified the wound area and open wound length in all strains over time (Fig. 1d,e and Extended Data Fig. 1e–g). At 1 dpci, NA had significantly smaller wounds compared to other strains. At 7 dpci, no significant differences were observed; however, at 21 dpci, TU showed significantly larger wound area. At 90 dpci, when the cryo-injury-induced wound is reported to be strongly reduced or to have disappeared^20,26^, there were large differences among the strains. TU and SAT had the largest wound area/length, whereas NA and TL had the smallest wounds (Fig. 1e and Extended Data Fig. 1e–g). Comparing the data between the different timepoints showed positive correlation among 7 dcpi, 21 dcpi and 90 dpci wound length/area but not 1 dpci (Fig. 1f and Extended Data Fig. 1h–j), indicating that any experimental variation in cryo-injury did not influence end-stage regeneration. There was also no correlation between survival and the extent of injury (Extended Data Fig. 1k,l). These data indicate that the response to cryo-injury is heterogeneous among different wild-type zebrafish strains.

**Fig. 1:**
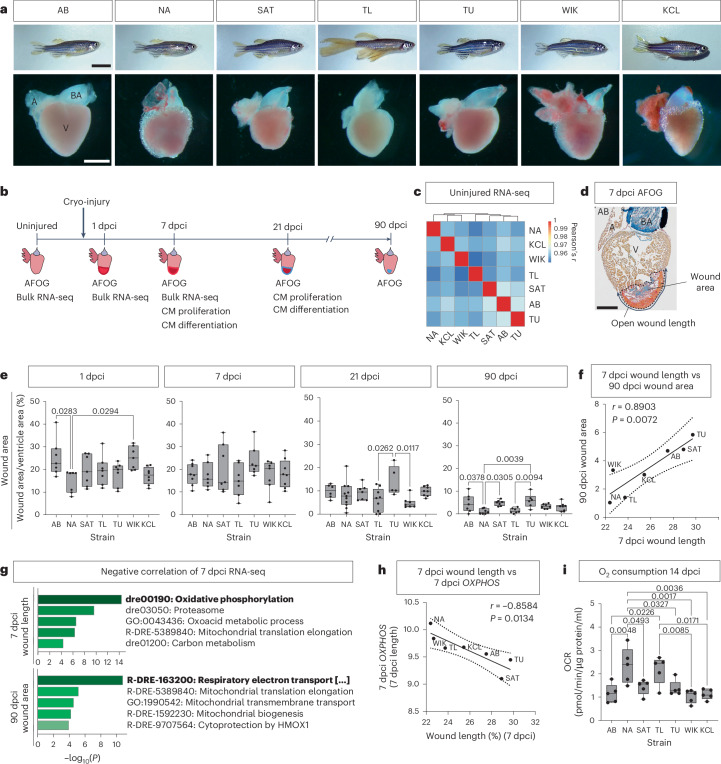
Differential regenerative response to cryo-injury among wild-type adult zebrafish strains identifies OXPHOS as beneficial for regeneration. **a**, Representative images of adult wild-type zebrafish strains (scale bar, 1 cm) and their intact heart, including atrium (A), bulbus arteriosus (BA) and ventricle (V) (scale bar, 500 μm). **b**, Experimental procedure to harvest and assay zebrafish hearts prior to and after cryo-injury. **c**, Correlation matrix of bulk RNA-seq data on uninjured ventricles showing a strong correlation between strains. **d**, Representative AFOG image of an AB heart at 7 dpci indicating wound area and open wound length measurements (scale bar, 300 µm). **e**, Wound area quantification of the seven wild-type strains showed significant differences at 1, 21 and 90 dpci among the strains. **f**, Positive correlation between 7 dpci wound length and 90 dpci wound area. **g**, The top five enriched processes in the genes negatively correlating to wound length at 7 dpci and area at 90 dpci in the 7 dpci bulk RNA-seq. **h**, Significant negative correlation between 7 dpci wound length and *OXPHOS*. **i**, OCR measurements of 14 dpci ventricles show significant differences in OXPHOS among the seven wild-type zebrafish strains. **c**, *n* = 3 biological replicates per zebrafish strain; **e**, 1 dpci: AB, NA, SAT, TL, TU, WIK *n* = 7; KCL *n* = 8. 7 dpci: NA, SAT, TL, TU, WIK *n* = 7; AB, KCL *n* = 8. 21 dpci: SAT, WIK *n* = 7; AB *n* = 6; NA *n* = 11; TL *n* = 9; TU *n* = 5; KCL *n* = 8. 90 dpci: AB, NA, SAT, TL, WIK *n* = 7; TU *n* = 6; KCL *n* = 8 (biological replicates). **i**, *n* = 5 biological replicates per strain. **e**,**i**, One-way ANOVA with Tukey’s test. **f**–**h**, Simple linear regression. **g**, Analysis performed using Metascape. CM, cardiomyocyte. Source data

### OXPHOS is beneficial for heart regeneration

To investigate whether the observed differences might uncover mechanisms underlying regeneration, we analyzed the 7 dpci RNA sequencing (RNA-seq) data to identify genes and enriched processes significantly correlating to wound area/length (Pearsonʼs *r* > 0.75 or *r* < −0.75)^26^. 

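At 7 dpci, strains with a longer mean wound length had lower levels of nuclear-encoded subunits of the respiratory chain and ATP synthase. For the list's score this relation did not pass after adjustment. The paper reports no significant difference in wound size between strains at 7 dpci, so the order of the strain means is uncertain. The OXPHOS score over the 86 measured genes was 7.09 ± 0.17 (SD, n = 3) in SAT, with a wound length of 28.9% ± 9.99 (SD, n = 7 fish), and 8.13 ± 0.07 (SD, n = 3) in NA, with a wound length of 22.4% ± 2.08 (SD, n = 7 fish). The mitochondrially encoded genes did not have SAT lowest, and their relation to wound length was not tested. Their score was 11.4 in SAT and 11.2 in TU. It was 11.5 in AB, 11.0 in KCL, 11.0 in TL, 11.1 in WIK and 12.2 in NA. Of the 86 genes, 24 (27.9%) had r below -0.75 with 7 dpci wound length over the 7 strains, compared with 477 of all genes (2.82%). As many OXPHOS genes passed in 2 of 100 permutations of the strains. For 90 dpci wound area, 7 of the 86 genes passed (7 of 100 permutations), among 407 genes in all, and for 90 dpci wound length 9 passed (7 of 100 permutations), among 389 in all. The member with the strongest relation to 7 dpci wound length, chosen after the values were seen, was uqcr10 of complex III (r = -0.941, exact permutation p = 0.0016, adjusted p = 0.64 over all genes; rho = -0.964; r = -0.813 without the 2 strains farthest from the median). Other groups also held such genes. They were 14 of 45 proteasome genes (31.1%, no permutation with as many), 4 of 8 genes of the malate-aspartate shuttle (no permutation) and 11 of 74 genes of the mitochondrial ribosome (5 of 100 permutations), compared with 1 of 24 genes of the TCA cycle and 1 of 23 of fatty acid oxidation. No gene passed among 30 of the cell cycle, 24 of mature cardiomyocytes, 13 of macrophages, 18 of epicardium and fibroblasts and 15 of endothelium. In the border zone and embryonic sarcomere list 2 of 12 passed (3 of 100 permutations) and in the cytosolic ribosome 3 of 79 (20 of 100). Some other list scores also went with 7 dpci wound length, without a test of their own: hypoxia (r = -0.763), atrial cardiomyocyte (0.734), erythrocyte (-0.689), immediate early and heat shock (0.629), border zone and embryonic sarcomere (-0.581) and T and B cell (0.558). Over all genes, 30 of 100 permutations of the strains gave as many genes as the 477 for wound length at 7 dpci, 63 as many as the 407 for wound area and 48 as many as the 389 for wound length at 90 dpci. The OXPHOS score itself correlated with 7 dpci wound length at r = -0.746 (two-sided exact permutation p = 0.0214, adjusted p = 0.0701 over 36 relations), with rho = -0.929 (exact permutation p = 0.0067) and r = -0.680 without SAT and TU. With 90 dpci wound area it gave r = -0.666 (exact permutation p = 0.095, adjusted p = 0.156), rho = -0.821 (exact permutation p = 0.034) and r = -0.568 without NA and TU. With 90 dpci wound length it gave r = -0.627 (exact permutation p = 0.169, adjusted p = 0.263), rho = -0.847 (exact permutation p = 0.025) and r = -0.664. Of the paper's own OXPHOS genes, 17 of 24 passed for 7 dpci wound length and their score had r = -0.847 (exact permutation p = 0.0061, adjusted p = 0.0381), rho = -0.929 and r = -0.795 without SAT and TU. The study chose these genes on these samples, so this is not independent evidence. The relation of the OXPHOS score to 7 dpci wound length was r = -0.337 with the strain median of wound length, and its exact p rose above 0.05 when NA (r = -0.644), SAT (-0.692) or WIK (-0.765) was left out. From OXPHOS leading the processes that fall with wound size, the paper proposes that a higher level of OXPHOS may promote regeneration of the heart.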

Unexpectedly, this identified *Oxidative* *phosphorylation* and *Respiratory* *transport*, *ATP* *synthesis* *by* *chemiosmotic* *coupling* *and* *heat* *production* *by* *uncoupling* *protein* (further referred to as *OXPHOS*) as the top enriched processes negatively correlating with 7 dpci wound length and 90 dpci wound area, respectively, suggesting that upregulated OXPHOS may promote cardiac regeneration (Fig. 1g,h, Extended Data Fig. 2a and Supplementary Tables 1 and 2). Oxygen consumption rate (OCR) measurements confirmed the functional upregulation of OXPHOS in the best regenerating strains at 14 dpci (Fig. 1i) but not before injury (Extended Data Fig. 2b). 

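Among the glycolysis genes, a few followed wound length at 7 dpci. With r below -0.75 over the 7 strains these were pfkpa, a phosphofructokinase gene, ldhbb, a lactate dehydrogenase gene, pgam1a, a phosphoglycerate mutase gene, and aldoab, an aldolase gene, 4 of 30 measured (3 of 100 permutations of the strains gave as many). The strongest, pfkpa, chosen after the values were seen, had r = -0.897 (exact permutation p = 0.0079, adjusted p = 0.68 over all genes), rho = -0.893 and r = -0.971 without the 2 strains farthest from the median. With 90 dpci wound area 1 of the 30 genes passed, and with 90 dpci wound length 5 did (7 of 100 permutations). The glycolysis score had r = -0.563 with 7 dpci wound length (exact permutation p = 0.191, adjusted p = 0.276; rho = -0.50, exact permutation p = 0.267; r = -0.685 without SAT and TU). The 6 genes that the paper's table lists for glycolysis gave r = -0.915 (exact permutation p = 0.002, adjusted p = 0.0357; rho = -0.929; r = -0.841 without SAT and TU), and 4 of the 6 passed. Of these 4, mdh1ab and got2b (r = -0.824) are members of the malate-aspartate shuttle list, so that score is in part one of the shuttle. They were chosen by the study on these samples and are not independent evidence. Over the 7 strains the glycolysis and OXPHOS scores correlated at r = 0.89 (two-sided exact permutation p = 0.0131, adjusted p = 0.0214 over 12 relations), with rho = 0.679 (exact permutation p = 0.11). Without the 2 strains farthest from the median r was 0.407, so the relation rests on those strains.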

*Glycolysis and gluconeogenesis* (further referred to as *Glycolysis*) was also enriched in the genes negatively correlating to 7 dpci (subcategory of *Carbon metabolism*; Extended Data Fig. 2c and Supplementary Table 1) and correlated strongly with *OXPHOS* (Extended Data Fig. 2d), indicating that these processes are linked. Indeed, extracellular acidification rate (ECAR), a functional measurement of glycolytic flux, was highest in 14 dpci NA and TL with no differences before injury (Extended Data Fig. 2e,f). Identification of glutamate and lactate derived from the exogenous [U-^13^C_6_]-glucose confirms that glucose is both anaerobically metabolized to lactate and aerobically oxidized within the TCA in 7 dpci KCL ventricles (Extended Data Fig. 2g,h). These data suggest a previously unidentified beneficial role for OXPHOS, driven by glucose oxidation, during heart regeneration.

### Upregulation of the MAS drives OXPHOS and heart regeneration

By reanalyzing published single-cell RNA sequencing (scRNA-seq) datasets from Hu et al.^27^ and Honkoop et al.^13^, we confirmed that *OXPHOS* was highest in border zone cardiomyocytes (Fig. 2a,b)^13^. To test whether OXPHOS is indeed beneficial for regeneration, we treated KCL fish with rotenone, which inhibits complex I of the respiratory electron transport chain (ETC). Rotenone treatment resulted in larger wounds at 21 dpci compared to control DMSO-treated fish (Fig. 2c and Extended Data Fig. 3a). These data indicate that upregulation of OXPHOS in border zone cardiomyocytes is not detrimental to regeneration, as previously thought, and may be required for optimal regeneration.

**Fig. 2:**
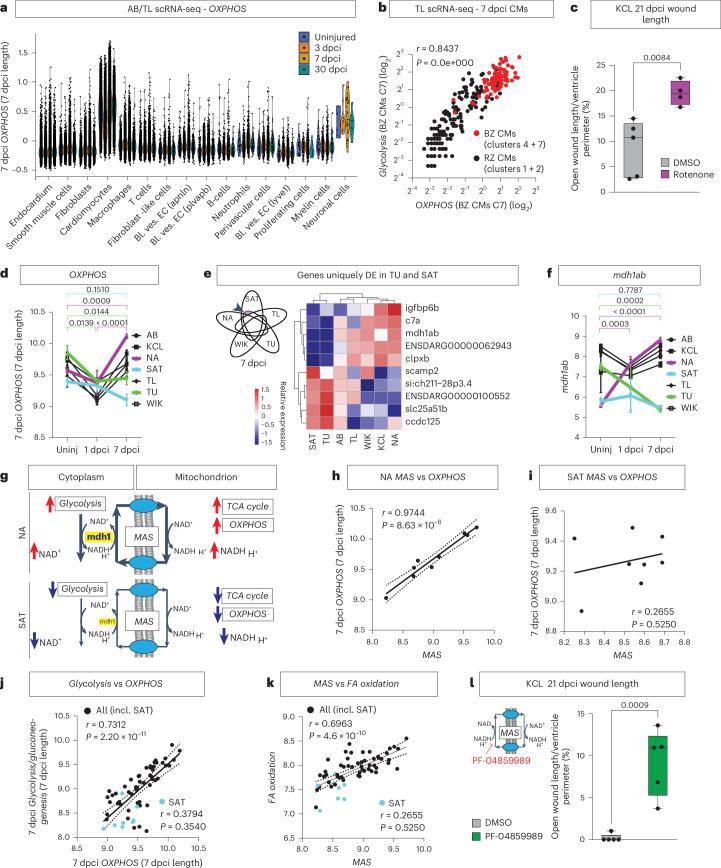
Upregulation of the MAS drives *OXPHOS* and regeneration. **a**, *OXPHOS* gene expression is highest in cardiomyocytes compared to other cell types in scRNA-seq of AB/TL—reanalysis of Hu et al.^27^. **b**, Positive correlation between *Glycolysis* and *OXPHOS* in 7 dpci cardiomyocytes, with highest levels of both in the border zone cardiomyocytes (red), by reanalyzing scRNA-seq data of TL published previously by Honkoop et al.^13^. Clusters 1, 2, 4 and 7 refer to the clustering in the original publication. **c**, Increased wound length in KCL treated with rotenone in comparison to DMSO control at 21 dpci. **d**, Temporal pattern of *OXPHOS* gene expression in the bulk RNA-seq data. **e**, Venn diagram indicating uniquely differentially expressed (DE) genes in TU and SAT (AB and KCL not shown but included in analysis) with heatmap of the top DE genes in the bulk RNA-seq identifying *mdh1ab* uniquely downregulated in TU and SAT versus the other strains. **f**, Expression pattern of *mdh1ab* over time in the bulk RNA-seq data of the strains. **g**, Schematic diagram indicating the influence of activated MAS on maintaining cytosolic and mitochondrial balance of NAD^+^/NADH in NA versus SAT. **h**,**i**, Positive correlation between the *MAS* and *OXPHOS* in the NA strain (**h**) but not the SAT strain (**i**). **j**,**k**, Positive correlation of *Glycolysis* with *OXPHOS* (**j**) and *MAS* versus *Fatty Acid* (*FA*) *oxidation* (**k**) in all strains but absence of correlation in SAT. **l**, Wound length quantification showing increased 21 dpci wound length in KCL hearts treated with MAS inhibitor PF-04859989 in comparison to DMSO control. **c**, Rotenone *n* = 4, DMSO *n* = 5 (biological replicates); **d**,**f**, uninjured: *n* = 3 per strain, 1 dpci: SAT, TU *n* = 2, AB, NA, TL, WIK, KCL *n* = 3, 7 dpci *n* = 3 per strain (biological replicates); **e**, *n* = 3 biological replicates per strain; **l**, *n* = 5 biological replicates per group. **b**,**h**–**k**, Simple linear regression. **c**,**l**, Unpaired two-tailed Student’s *t*-test. **d**,**f**, Two-way ANOVA with Tukey’s test; data presented as mean ± s.e.m. Bl. ves. EC, blood vessel endothelial cell; BZ, border zone; C, cluster; CM, cardiomyocyte; incl., including; RZ, remote zone; Uninj, uninjured. Source data

To identify the mechanism underlying the upregulation of *OXPHOS*, we plotted *OXPHOS* over time in the different strains (Fig. 2d). This showed that, after an initial dip at 1 dpci, in contrast to the other strains, *OXPHOS* levels did not recover at 7 dpci in TU and SAT (largest 90 dpci wounds). 

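At 1 dpci most OXPHOS genes fell, and by 7 dpci few differed from the uninjured level. Over the mean of the strains, 75 of the 86 nuclear-encoded genes were lower at 1 dpci and 2 were higher (76 lower and 3 higher when adjusted over the list alone), with a median log2 fold change of -0.50. Among those that fell were cox7a1 of complex IV (log2 fold change -0.96, standard error 0.09, adjusted p = 1.3e-12) and ndufb7 of complex I (-0.83, standard error 0.09), whereas cox6a1, a complex IV subunit, rose (1.40, standard error 0.12, adjusted p = 6.2e-14). All 13 mitochondrially encoded genes fell too (median -0.81), mt-co2 of complex IV by a log2 fold change of -0.82 (standard error 0.08, adjusted p = 2.1e-12). So did 6 of 8 genes of the malate-aspartate shuttle (median -0.56), with mdh1aa at -0.93 (standard error 0.09), and 16 of 24 genes of the TCA cycle and pyruvate dehydrogenase, of which 1 rose. By camera these 4 lists were lower than other genes also with an estimated correlation (adjusted p = 0.036, 0.02, 0.044 and 0.021), but with 1 RUVg factor of unwanted variation in the model the calls at 1 dpci were lost and the OXPHOS median was -0.06. At 7 dpci, 4 OXPHOS genes were lower and 2 higher, with a median of -0.05 and no call with an estimated correlation (adjusted p = 0.68). In the course of the score, SAT went from 7.40 uninjured to 7.25 ± 0.04 (SD, n = 2) at 1 dpci and 7.09 at 7 dpci, and TU from 7.88 to 7.39 ± 0.10 (SD, n = 2) and 7.56 ± 0.14 (SD, n = 3). From 1 to 7 dpci the score changed by -0.16 in SAT and 0.17 in TU (exact permutation p = 0.3 each), compared with 0.29 in KCL, 0.55 in AB, 0.60 in TL, 0.62 in WIK and 0.82 in NA (exact permutation p = 0.1 each, the smallest that 3 hearts against 3 allow, and 0.175 when adjusted over 21 tests). The difference in this change between SAT and TU and the other strains was -0.57, the largest fall of all 21 pairs of strains (exact permutation p = 0.0476, the smallest possible). The paper names these 2 strains for the largest 90 dpci wounds, measured in other fish, and reports this course of OXPHOS from the same libraries. The rank restates that report and is not independent evidence. Of single genes, cox6b1 (-1.19, standard error 0.24, adjusted p = 0.015), cox6c (-0.89, standard error 0.19, adjusted p = 0.02) and cox8b (-0.99, standard error 0.22, adjusted p = 0.032), all of complex IV, passed the test of this difference over all genes, and 54 of the 86 passed when adjusted over the list alone (median -0.56; adjusted p = 0.014 with an estimated correlation). From uninjured to 7 dpci the score fell by 0.30 in SAT (exact permutation p = 0.1) and by 0.32 in TU (exact permutation p = 0.2), and the difference from the other strains was -0.37 (2 of 21 pairs as large, exact permutation p = 0.0952); 6 genes passed over all genes and 24 over the list alone (adjusted p = 0.31 with an estimated correlation). The uninjured and 7 dpci values of TU and NA come from libraries that were not closest to their own label, and the 2 TU libraries of 1 dpci resembled different groups, so the changes given for these strains carry that doubt. Without NA and TU, no OXPHOS gene passed the test of either difference in edgeR, with medians of -0.68 from 1 dpci and -0.28 from uninjured, in fewer samples.

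**Figure D1:**
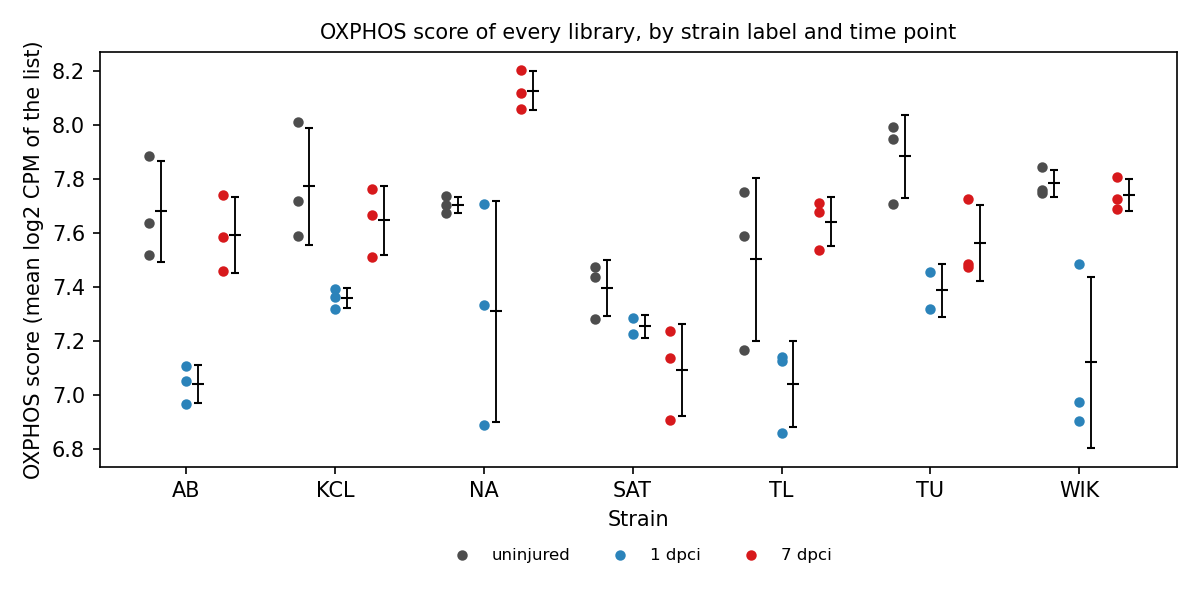
OXPHOS score (mean log2 CPM over 86 genes) of every library by strain label and time point. Points are single ventricles and bars show the mean ± SD; at 7 dpci the SAT ventricles lie around 7.09 and those of NA around 8.13.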

To analyze if this lack of recovery was due to mitochondrial dysfunction, we performed electron microscopy of cardiomyocytes in SAT and WIK. Although mitochondria in WIK showed a similar morphology in both border zone and remote zone cardiomyocytes, the mitochondria in SAT were more swollen and disorganized in the border zone compared to the remote zone, which are hallmarks of mitochondrial failure (Extended Data Fig. 3b)^13,28^. 

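At 7 dpci, mdh1ab stood at a CPM of 6.25 ± 1.35 (SD, n = 3) in SAT and 5.64 ± 0.745 (SD, n = 3) in TU, compared with 115 ± 19.2 (SD, n = 3) in NA. It lies on chromosome 17 of GRCz11 from 24439532 to 24444402 (ENSDARG00000103849). Its log2 fold change in SAT and TU against the other 5 strains was -3.64 (standard error 0.38, adjusted p = 8e-09). With it, clpxb, a subunit gene of a mitochondrial protease (-2.58, standard error 0.36, adjusted p = 4.3e-06), igfbp6b, which encodes a binding protein of insulin-like growth factor (-2.75, standard error 0.60, adjusted p = 0.0048), and the complement gene c7a (-2.44, standard error 0.46, adjusted p = 0.00088) were lower. Higher were slc25a51b (1.71, standard error 0.23, adjusted p = 3.1e-06), ccdc125 (2.36, standard error 0.35, adjusted p = 2.2e-05) and rangap1a (1.47, standard error 0.20). The paralog mdh1aa had a log2 fold change of -0.16 (standard error 0.14, adjusted p = 0.71) and scamp2 of 0.39 (standard error 0.23, adjusted p = 0.46). Of 2 gene models named taco1, one was lower (ENSDARG00000062943, -5.72) and the other higher (ENSDARG00000100552, 4.52). In all, 144 genes were higher and 83 lower in SAT and TU; leaving out SAT 39 gave 85 higher and 50 lower, and leaving out TU 51 gave 53 lower. With 2 RUVg factors in the model there were 89 higher and 130 lower. Counts of this size were not particular to this pair of strains, as the closing part gives. The standard errors and adjusted p of single genes here measure the spread of ventricles within groups, so they do not test 2 strains against 5. Of the OXPHOS genes, 28 of 86 were lower and none higher (60 lower and 1 higher when adjusted over the list alone), 10 of 18 in complex IV, 7 of 36 in complex I, 5 of 10 in complex III with cytochrome c, 5 of 17 in complex V and 1 of 5 in complex II. Their median was -0.42 (adjusted p = 0.028 with an estimated correlation), with cox6b1 at -1.21 (standard error 0.17) and uqcr10 at -0.77 (standard error 0.15). Over strain means the OXPHOS score of SAT and TU differed by -0.42 from the others (2 of 21 pairs of strains as large, exact permutation p = 0.0952). In this score TU (7.56) lay beside AB (7.59), and SAT (7.09) lay apart. The score of the mitochondrially encoded genes did not set SAT (11.4) and TU (11.2) below the others. It was 11.0 in KCL, 11.0 in TL, 11.1 in WIK, 11.5 in AB and 12.2 in NA. In the malate-aspartate shuttle mdh1ab passed over all genes, and 5 of 8 members were lower when adjusted over the list alone. Of 30 glycolysis genes, 6 were lower, such as pgam1a (-0.81, standard error 0.16), and pfkmb was higher (0.80, standard error 0.17; adjusted p = 0.099 for the list with an estimated correlation). Of the marker genes of epicardium and fibroblasts, macrophages and endothelium, none passed in edgeR, and of 24 genes of mature cardiomyocytes 1 was higher and 2 were lower. Against its own uninjured level, mdh1ab fell in TU (-2.92, standard error 0.58, adjusted p = 0.0011) and not detectably in SAT (-0.57, adjusted p = 0.90), where it was already at a log2 CPM of 3.23 ± 0.50 (SD, n = 3), and it rose in NA (3.94, standard error 0.58, adjusted p = 2.5e-05). The uninjured and the 7 dpci libraries of TU and NA are those that were not closest to their own label. The study picked mdh1ab on these samples, so its low level in SAT and TU is not independent evidence. No gene changed from uninjured to 7 dpci in the same direction in SAT and in TU and in no other strain by edgeR, where 1108 genes in SAT and 2760 in TU had an unadjusted p under 0.05. Ranked by r with 90 dpci wound length over the 7 strains, mdh1ab was number 2 of all genes (r = -0.976, exact permutation p = 0.0004, adjusted p = 0.0048 over 12 relations and 0.79 over all genes), with rho = -0.991 (exact permutation p = 0.00079) and r = -0.957 without the 2 strains farthest from the median. Wound length at 90 dpci lies near its floor: it was 0 in every fish of NA and WIK, and its median was 0 also in AB, SAT and TL. SAT had a mean of 2.08% ± 2.85 (SD, n = 7 fish), so the strain means rest on the fish with open wounds. mdh1ab was number 307 for 90 dpci wound area (r = -0.779, exact permutation p = 0.0502, adjusted p = 0.0669, rho = -0.821, r = -0.561) and number 59 for 7 dpci wound length (r = -0.891, exact permutation p = 0.0034, adjusted p = 0.0107, rho = -0.964, r = -0.753).

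**Figure D2:**
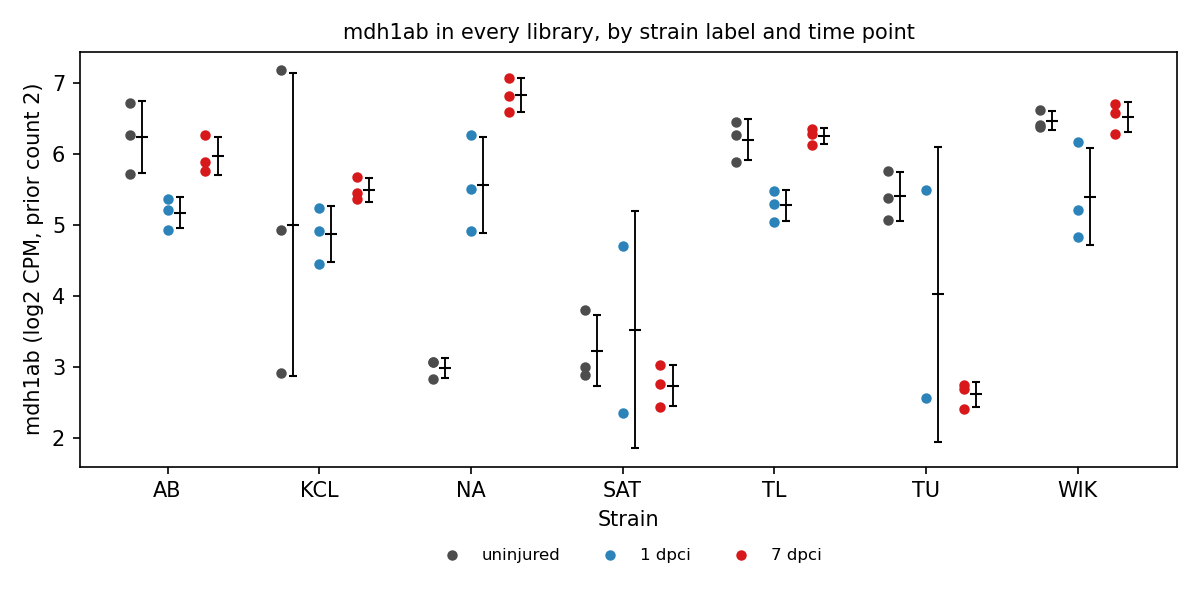
Log2 CPM of mdh1ab (prior count 2) in every library by strain label and time point. Points are single ventricles and bars show the mean ± SD; the 7 dpci means are 2.74 in SAT and 2.61 in TU, and the mean of the libraries labelled NA uninjured is 2.98.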

Plotting the genes uniquely upregulated or downregulated in both SAT and TU strains at 7 dpci identified the cytoplasmic malate dehydrogenase gene *mdh1ab*, which was also the top gene negatively correlating to 90 dpci wound length (Fig. 2e,f and Extended Data Fig. 3c,d). scRNA-seq data confirmed *mdh1ab* to be mainly expressed in cardiomyocytes (Extended Data Fig. 3e).

Mdh1 is important for maintaining the balance of NAD^+^/NADH between the cytosol and the mitochondria as part of the MAS (Extended Data Fig. 3f)^29^. High levels of MAS activity (as in NA) allow for recycling of NAD^+^ in the cytosol, which can feed back into glycolysis with simultaneous regeneration of NADH in the mitochondria fueling the TCA cycle and OXPHOS. Therefore, although NAD^+^ can also be replenished by lactate secretion under anaerobic conditions, the net result of low levels of MAS (as in SAT) could result in less glycolysis as well as less OXPHOS (Figs. 1i and 2g and Extended Data Fig. 2d,e). In line with this, *MAS* levels correlated with levels of *OXPHOS* in the highly regenerative NA, but this correlation was absent in the poorly regenerating SAT strain (Fig. 2h,i). Moreover, although *Glycolysis* generally correlated with *OXPHOS*, this was disrupted in the SAT strain (Fig. 2j). 

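In NA, ventricles with higher expression of the malate-aspartate shuttle, the enzymes and carriers that move reducing equivalents into mitochondria, had higher expression of OXPHOS genes, and in SAT no such relation passed the test. The malate-aspartate shuttle score holds 8 measured genes, mdh1aa, mdh1ab, mdh2, got1, got2a, got2b, slc25a11 and slc25a12. Over the 9 NA ventricles its r with the OXPHOS score was 0.924 (two-sided exact permutation p = 0.00026, adjusted p = 0.00082 over 48 relations), with rho = 0.917 (exact permutation p = 0.0013) and r = 0.855 without the 2 ventricles farthest from the median. For the 8 SAT ventricles r was 0.446 (exact permutation p = 0.274, adjusted p = 0.321), rho 0.167 (exact permutation p = 0.703) and r 0.0515 without the 2 farthest. After the mean of each time point was subtracted, r was 0.944 in NA and 0.167 in SAT. Over all 61 ventricles r was 0.880 (permutation p = 1e-05, the smallest possible), with rho = 0.896 and, within strain and time point, r = 0.797. In the other strains r was 0.993 in AB, 0.814 in KCL, 0.986 in TL, 0.913 in TU and 0.975 in WIK. With mdh1ab left out of the score, r was 0.980 in NA and 0.500 in SAT. The difference between the r of NA and of SAT was 0.478, with a permutation p of 0.00075 from 4000 reassignments of the strain labels within time points. After each strain's mean score was removed, a test added when the first p had been seen, the permutation p was 0.022. The uninjured and 7 dpci ventricles of NA are among the libraries that were not closest to their own label.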

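Ventricles with higher glycolysis expression had higher OXPHOS expression, over all strains and in 4 of the 7 taken singly. Over the 61 ventricles the 2 scores had r = 0.778 (permutation p = 1e-05, the smallest possible; adjusted p = 6e-05), rho = 0.753, r = 0.742 without the 2 farthest ventricles and r = 0.667 within strain and time point. By strain, r was 0.956 in NA (n = 9, exact permutation p = 0.00014, adjusted p = 0.00051; rho = 0.933, r = 0.907 without the 2 farthest), 0.978 in WIK (n = 9, exact permutation p = 0.00025), 0.782 in TU (n = 8, exact permutation p = 0.0275) and 0.772 in TL (n = 9, exact permutation p = 0.0082; 0.448 without the 2 farthest). The relation did not pass the test in SAT (n = 8, r = 0.365, exact permutation p = 0.368, adjusted p = 0.402; rho = 0.357, r = 0.498 without the 2 farthest), and neither did it in AB (n = 9, r = 0.342, exact permutation p = 0.379) or KCL (n = 9, r = 0.413, exact permutation p = 0.266). Between NA and SAT the r differed by 0.590 (permutation p = 0.00025, and 0.0725 after each strain's mean scores were removed). With the paper's own genes for the 2 processes, which the study chose on these samples, r was 0.714 over all ventricles, 0.580 in NA (exact permutation p = 0.103) and 0.379 in SAT (exact permutation p = 0.361).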

As the MAS provides malate into the second span of the TCA cycle, a source of acetyl CoA is simultaneously required for TCA cycling. Although we showed that this acetyl CoA can be supplied by glucose, this does not exclude contribution from fatty acid β-oxidation. Indeed, we found that *MAS* gene expression levels also correlated with the levels of fatty acid β-oxidation, and this was again absent in the SAT (Fig. 2k). This indicates that, although the MAS is driven by glycolysis, its activation of the TCA cycle allows for a general increase in mitochondrial metabolism, including activation of biosynthetic pathways, which we confirmed by comparing NA and SAT using Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis and genetic-scale metabolic modeling (Extended Data Fig. 3g,h and Supplementary Tables 3 and 4). 

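Expression of the malate-aspartate shuttle went with that of fatty acid oxidation, the mitochondrial breakdown of fatty acids, in NA, AB, KCL, TL and WIK. In SAT and TU the relation did not pass the test. The fatty acid oxidation score covers 23 genes, from the carnitine transferases to the enzymes of the β-oxidation spiral. Over all 61 ventricles the r of these scores was 0.734 (permutation p = 1e-05, the smallest possible), rho 0.750, r 0.71 without the 2 farthest ventricles and 0.610 within strain and time point. For NA (n = 9) r was 0.772 (exact permutation p = 0.0096, adjusted p = 0.0139), rho 0.717 (exact permutation p = 0.037), and 0.458 without the 2 farthest ventricles, so that the pooled relation in NA rests on these; within time points r was 0.880. For SAT (n = 8) r was 0.282 (exact permutation p = 0.496, adjusted p = 0.518), rho -0.167 and r -0.650 without the 2 farthest. For TU (n = 8) r was 0.178 (exact permutation p = 0.69). With mdh1ab left out of the shuttle score, r was 0.926 in NA, 0.261 in SAT and 0.435 in TU. In the remaining strains (n = 9 each) r was 0.883 in AB, 0.729 in KCL, 0.901 in TL and 0.937 in WIK, with exact permutation p from 0.00082 to 0.0186. The r of NA exceeded that of SAT by 0.491 (permutation p = 0.00025), a difference that did not pass once each strain's mean scores were removed (permutation p = 0.152).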

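At 7 dpci, genes of mitochondrial energy metabolism were higher in NA than in SAT across every pathway listed. Some markers of epicardium and fibroblasts were lower. The 7 dpci libraries labelled NA are among those not closest to their own label, so the comparison carries that doubt. At an adjusted p under 0.05, 69 of 86 nuclear-encoded OXPHOS genes were higher in NA and none lower (80 and none when adjusted over the list alone), with a median log2 fold change of 1.05. They were 27 of 36 genes in complex I, 4 of 5 in II, 9 of 10 in III with cytochrome c, 14 of 18 in IV and 15 of 17 in V. Examples are cox6b1 (2.21, standard error 0.28, adjusted p = 3.5e-07) and atp5fa1, a subunit gene of the catalytic core of ATP synthase (1.2, standard error 0.19). Of the mitochondrially encoded genes 10 of 13 were higher (median 0.91), mt-atp6 by 1.82 (standard error 0.25). Higher in NA were also 15 of 24 genes of the TCA cycle and pyruvate dehydrogenase (median 0.89) and 16 of 23 of fatty acid oxidation (median 1.18), with the electron transfer gene etfb at 2.1 (standard error 0.28, adjusted p = 2.3e-06). So were 11 of 30 of glycolysis (median 0.83), with pfkpa at 1.72 (standard error 0.32), 5 of 8 of the malate-aspartate shuttle (median 0.95), with got1 at 1.2 (standard error 0.26), and 15 of 74 of the mitochondrial ribosome (median 0.75). In none of these lists was a gene lower, and each stayed higher than other genes with an estimated correlation. Single genes far higher in NA were acaa2, a thiolase of fatty acid oxidation (9.22, standard error 1.49), and aldh2.2, a mitochondrial aldehyde dehydrogenase (6.76, standard error 0.96). Folds this large can rest on very few counts in SAT, and the counts of these genes are not given here. acaa2 is also a member of the fatty acid oxidation list. mdh1ab was higher by 4.19 (standard error 0.58, adjusted p = 3.8e-06). Of the cardiomyocyte genes the list of mature cardiomyocytes had 6 of 24 higher, such as mb, the myoglobin gene (1.05, standard error 0.13), and lrrc10 (2.48, standard error 0.51), with an adjusted p of 0.11 with an estimated correlation. Of 18 markers of epicardium and fibroblasts, 4 were lower in NA (12 when adjusted over the list alone, median -1.06; adjusted p = 0.049 with an estimated correlation), among them postnb (-1.73, standard error 0.52) and dcn (-1.06, standard error 0.31). No gene passed in edgeR among those of the cytosolic ribosome, proteasome, cell cycle and macrophages, whose list medians were 0.12, 0.17, -0.80 and -0.88. At the paper's thresholds of an adjusted p of 0.1 and a fold of 1.5, 605 genes were higher in NA and 338 lower, and 2666 of all genes had an unadjusted p under 0.05. The 2 groups also differed in 6 skeletal muscle genes, whose mean log2 CPM was 1.2, 4.47 and 3.75 in the SAT libraries and 0.78, 0.19 and 0.16 in those of NA, a difference that was not tested. With the 6 samples only there were 951 higher and 729 lower, and with a likelihood ratio test on the 2 groups alone 911 and 807. Without SAT 38 there were 309 higher and 176 lower, and the number lower was 181 without NA 34, 214 without NA 33, 218 without SAT 39 and 222 without NA 31.

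**Figure D3:**
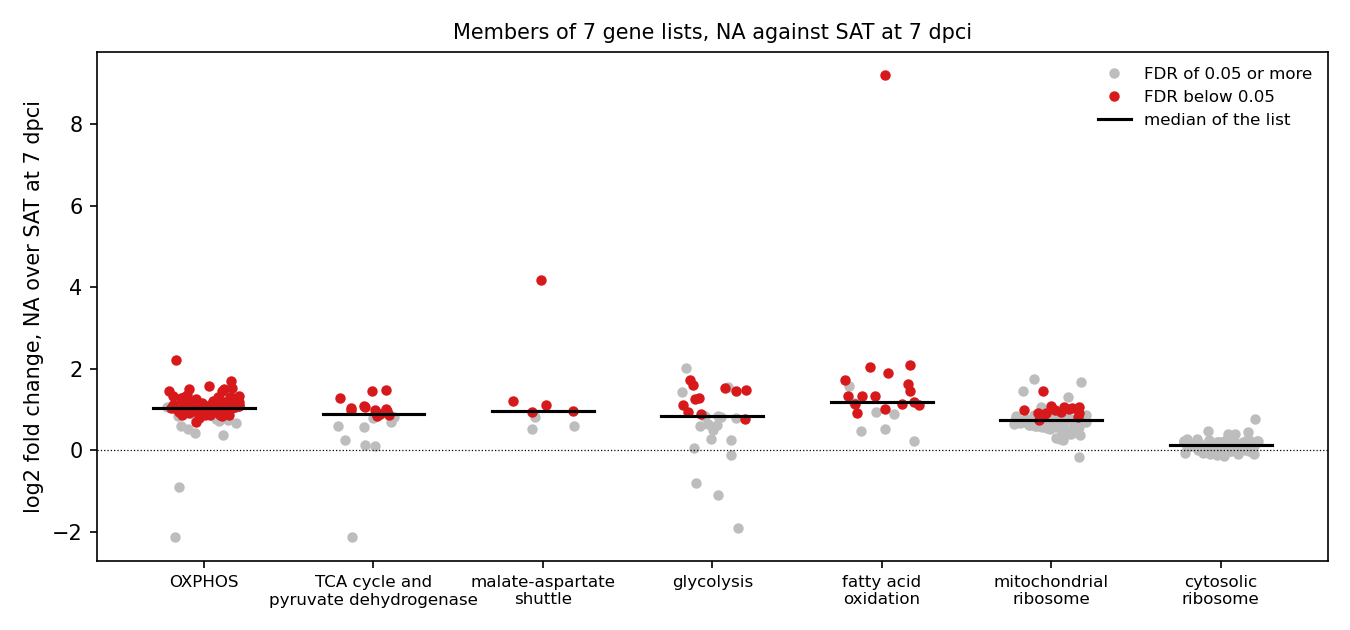
Log2 fold change of NA over SAT at 7 dpci for the members of 7 gene lists. Each point is a gene, red where its adjusted p is below 0.05, and the bar is the list's median, 1.05 for OXPHOS.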

To confirm the importance of the MAS for regeneration, we exposed KCL fish to the small-molecule inhibitor PF-04859989 to block the MAS^30^, which resulted in reduced regeneration compared to DMSO-treated controls (Fig. 2i and Extended Data Fig. 3f,i). These data indicate that glycolysis and mitochondrial metabolism are tightly coupled via the MAS and that activation of the MAS is required for regeneration.

### OXPHOS is not required for cardiomyocyte proliferation

The established increase in *OXPHOS* in regenerative border zone cardiomyocytes seems paradoxical as OXPHOS is thought to cause cell cycle arrest^7^. To investigate this, we quantified cardiomyocyte proliferation across the strains at 7 dcpi and 21 dpci. The reported peak of cardiomyocyte proliferation is 7 dpci, which declines toward baseline by 21 dpci^31^. At 7 dpci, only WIK had significantly more proliferating cardiomyocytes in the border zone myocardium compared to the other strains. At 21 dpci, proliferation had strongly reduced, and this difference was absent (Fig. 3a,b). TL, one of the best regenerating strains at 90 dpci, had the lowest percentage of proliferation at both 7 dcpi and 21 dpci (Fig. 3b). Levels of border zone proliferation correlated between 7 dcpi and 21 dpci (Fig. 3c). Surprisingly, however, 7 dpci border zone proliferation did not correlate to 21 dcpi or 90 dpci wound size (Fig. 3d and Extended Data Fig. 4a). Removing the ‘outlier’ WIK did not influence these results, indicating that the lack of correlation with 90 dpci wound size was not solely driven by the WIK measurements (Extended Data Fig. 4b). 

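Genes whose 7 dpci level followed border zone proliferation over the strains included cdk1, ccnb3 and aurkb, which drive mitosis, and the replication gene mcm7, 4 of 30 cell cycle genes (3 of 100 permutations of the strains gave as many), and no OXPHOS gene of 86. The strongest of these, cdk1, chosen after the values were seen, had r = 0.913 (exact permutation p = 0.0004, adjusted p = 0.56 over all genes), rho = 0.964 and r = 0.936 without the 2 strains farthest from the median. Of 15 genes of endothelium and endocardium, 3 passed (1 of 100 permutations). In all, 606 genes had r above 0.75 with proliferation (18 of 100 permutations gave as many). None of them was among the 407 genes that fell with 90 dpci wound area, and none could be, because no gene can pass both thresholds when the measures themselves go together as these do (r = 0.248; exact permutation p = 0.628). With 90 dpci wound length, which had r = -0.212 with proliferation, 1 gene was shared, and few could be. That number was 0 to 2 when any single library was left out, but 17 without the strain NA, 41 without TL and 36 without NA and TU, so these overlaps do not show that different genes follow the 2 measures. The OXPHOS score had r = 0.0891 with proliferation over the 7 strains (two-sided exact permutation p = 0.799, adjusted p = 0.822), rho = 0.143 (exact permutation p = 0.783) and r = -0.0910 without TL and WIK, the strains with the lowest and highest proliferation (14.1 ± 5.65, SD, n = 5 fish, and 33.2 ± 10.5, SD, n = 6 fish).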

Correspondingly, there was no overlap between the genes correlating to border zone proliferation and 90 dpci wound size (Fig. 3e, arrowhead; Extended Data Fig. 4c,d; and Supplementary Table 5), and no correlation between proliferation and levels of *OXPHOS* was observed (Fig. 3f). We also did not find a correlation with levels of *Glycolysis* (Fig. 3g). Indeed, treating KCL fish with inhibitors PF-048599895 against the MAS, rotenone against complex I of the ETC or control DMSO between 3 dcpi and 7 dpci showed no difference in cardiomyocyte proliferation at 7 dpci (Fig. 3h). 

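The glycolysis score did not pass a test of relation to border zone proliferation, while a few of its genes, the hexokinase genes hk2 and hk1 and the phosphoglycerate kinase gene pgk1, had r above 0.75. The score gave r = 0.352 (two-sided exact permutation p = 0.455, adjusted p = 0.529), rho = 0.25 (exact permutation p = 0.595) and r = -0.323 without TL and WIK, a change of sign. These 3 of 30 genes were as many as 7 of 100 permutations of the strains gave. The strongest, hk2, chosen after the values were seen, had r = 0.901 (exact permutation p = 0.0044, adjusted p = 0.81 over all genes), rho = 0.679 and r = 0.704 without the 2 farthest strains.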

High levels of proliferation in the WIK were reflected in the largest reduction in wound length between 7 dcpi and 21 dpci (Fig. 3i). However, regeneration stalled after 21 dpci, and none of the hearts had fully regenerated by 90 dpci (Fig. 3j and Extended Data Figs. 1e and 4e). Therefore, cardiomyocyte proliferation plays a limited role during long-term regeneration, consistent with the knowledge that proliferation peaks at 7 dpci and substantially declines long before regeneration is completed^31^. These data suggest that increased OXPHOS is required for optimal cardiac regeneration after cessation of proliferation.

**Fig. 3:**
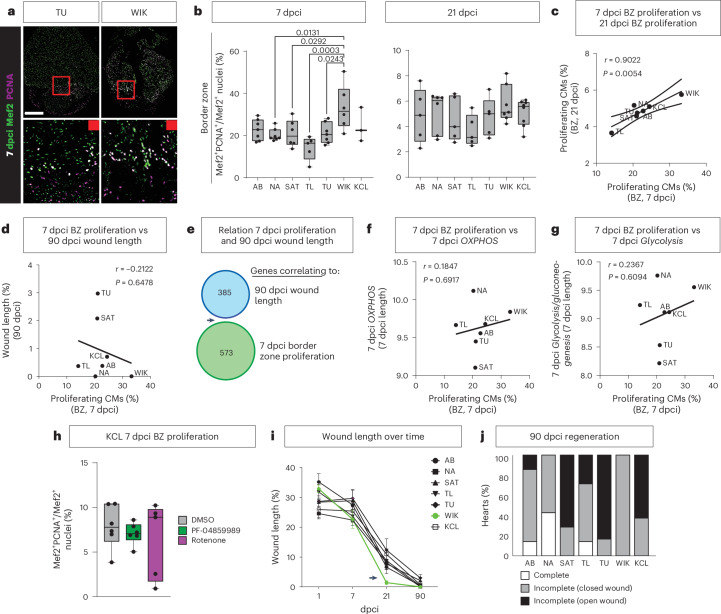
OXPHOS is not required for cardiomyocyte proliferation. **a**, Representative images of immunofluorescence staining showing Mef2^+^PCNA^+^ double-positive proliferating cardiomyocytes in TU and WIK at 7 dpci. Framed areas highlight the wound border zone (red) (scale bar, 300 μm). **b**, Quantification of Mef2^+^PCNA^+^ double-positive cells showing differences in proliferating cardiomyocytes in the border zone at 7 dpci but not at 21 dpci. **c**, Positive correlation of percentage of proliferating cardiomyocytes in the border zone between 7 dpci and 21 dpci. **d**, No correlation between 7 dpci border zone proliferation and 90 dpci wound length. **e**, Venn diagram displaying complete lack of overlap between genes correlating to 7 dpci border zone proliferation and 90-dpci wound length. **f**,**g**, No correlation between border zone proliferation and *OXPHOS* (**f**) or *Glycolysis* (**g**) at 7 dpci. **h**, Quantification of Mef2^+^PCNA^+^ cells showing no difference in proliferating cardiomyocytes in the border zone of 7 dpci KCL adult treated with inhibitor PF-04859989 or rotenone compared to DMSO control. **i**, Temporal wound length reduction of all strains between 1, 7, 21 and 90 dpci. Arrow highlighting the strong decrease in wound length in WIK between 7 dcpi and 21 dpci. **j**, Percentage of hearts completely regenerated at 90 dpci or with closed compact wall but remaining internal scar or with open compact wall and internal scar remaining. **b**, 7 dpci: AB, NA, TU *n* = 7; SAT, WIK *n* = 6; TL *n* = 5; KCL *n* = 3, 21 dpci: AB, SAT, TL, TU *n* = 5; NA *n* = 6; WIK *n* = 7; KCL *n* = 8 (biological replicates); **h**, PF-04859989, DMSO *n* = 6, rotenone *n* = 5 (biological replicates); **i**, AB: 1, 90 dpci *n* = 7; 7 dpci *n* = 8; 21 dpci *n* = 6. NA: 1, 7, 90 dpci *n* = 7; 21 dpci *n* = 11. SAT: 1, 7, 21, 90 dpci *n* = 7. TL: 1, 7, 90 dpci *n* = 7; 21 dpci *n* = 9. TU: 1, 7 dpci *n* = 7; 21 dpci *n* = 5; 90 dpci *n* = 6. WIK: 1, 7, 21, 90 dpci *n* = 7. KCL: 1, 7, 21, 90 dpci *n* = 8 (biological replicates); **j**, AB, NA, SAT, TL, WIK *n* = 7; TU *n* = 6; KCL *n* = 8. **b**,**h**, One-way ANOVA with Tukey’s test. **c**,**d**,**f**,**g**, Simple linear regression. **h**, Two-way ANOVA with Tukey’s test. **i**, Data presented as mean ± s.e.m. Mef2, myocyte enhancer factor 2; PCNA, proliferating cell nuclear antigen. Source data

### Levels of OXPHOS correlate with the upregulation of border zone embryonic sarcomere expression

As OXPHOS levels increase with cardiomyocyte differentiation^32^, and border zone cardiomyocytes de-differentiate and re-differentiate during regeneration^33,34^, we next analyzed the differentiation state of the border zone myocardium in which we identified *OXPHOS* activity. Embryonic cMHC antibody (embryonic cardiac myosin heavy chain (embcmhc), N2.261c) has been used to stain border zone cardiomyocytes, and its expression is considered to reflect their immature, embryonic state^18,35^. Staining with this antibody showed large differences among the strains at both 7 dcpi and 21 dpci (Fig. 4a,b). Especially notable was that, although expression in NA and WIK was similar at 7 dpci, it remained high at 21 dpci in NA but strongly declined in WIK, in which regeneration stalls at that stage (Fig. 4a,b and Extended Data Fig. 1e). By contrast, TU had low expression levels at 7 dpci, which further declined by 21 dpci, and expression was not evident in SAT at either stage (Fig. 4a,b). Border zone embcmhc expression at 7 dpci correlated with 7 dcpi and 90 dpci wound length, whereas 21 dpci embcmhc correlated with 90 dpci wound area (Fig. 4c,d). 

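Strains whose border zone stained more for embcmhc, per inner wound length, had higher expression of OXPHOS genes at 7 dpci. With wound length in the denominator, a relation to wound length or to genes that fall with it may in part be built in. Staining at 7 dpci was 0.455 ± 0.691 (SD, n = 7 fish) in SAT and 21.3 ± 7.41 (SD, n = 7 fish) in WIK. Over the 7 strains 50 of 86 OXPHOS genes (58.1%) had r above 0.75 with it, and 1 of 100 permutations of the strains gave as many. Of all genes 502 passed, and 26 of 100 permutations gave as many. With staining at 21 dpci, 34 of the 86 (39.5%) passed, again reached in 1 of 100 permutations, and of all genes 443 (56 of 100 permutations). Strongest, and chosen after the values were seen, were cox6b1 of complex IV for 7 dpci (r = 0.955, exact permutation p = 0.002, adjusted p = 0.74 over all genes; rho = 0.857, r = 0.956 without the 2 farthest strains) and ndufa4l for 21 dpci (r = 0.907, exact permutation p = 0.0046, adjusted p = 0.86 over all genes; rho = 0.821, r = 0.573). The OXPHOS score had r = 0.849 with 7 dpci staining (two-sided exact permutation p = 0.0075, adjusted p = 0.0388), rho = 0.821 and r = 0.876 without SAT and WIK. With 21 dpci staining it had r = 0.797 (exact permutation p = 0.02, adjusted p = 0.0701), rho = 0.821 and r = 0.899 without NA and TL. Of the paper's OXPHOS genes, 22 of 24 passed for 7 dpci and 10 of 24 for 21 dpci. The study chose them on these samples for wound length, so they are not independent evidence. No gene passed for 7 dpci staining among the 30 of the cell cycle. The exact p rose above 0.05 without SAT for both (r = 0.715 and 0.713) and without NA for 21 dpci (r = 0.613). Without NA and TU, whose 7 dpci libraries were not closest to their own label, r was 0.905 for 7 dpci and 0.629 for 21 dpci. With fewer strains left, both relations were weaker in p.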

*OXPHOS* appeared to be driving embcmhc expression at 7 dcpi and 21 dpci (Fig. 4e and Supplementary Tables 6 and 7). *Glycolysis* and *MAS* gene expression positively correlated with 7 dpci embcmhc expression (Fig. 4e,f). Accordingly, there was significantly reduced embcmhc expression upon inhibition of the MAS (PF-04859989) or OXPHOS (rotenone) compared to DMSO control (Fig. 4g). 

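Genes of glycolysis and of the malate-aspartate shuttle were also higher in strains with more embcmhc at 7 dpci. For the shuttle, slc25a12, slc25a11, mdh1ab and got2b were among the 5 of 8 genes with r above 0.75, and for glycolysis pgam1a, aldoab, aldocb and pfkpa were among 10 of 30; 1 of 100 permutations gave as many in each list. The malate-aspartate shuttle score had r = 0.954 with 7 dpci staining (two-sided exact permutation p = 0.0038, adjusted p = 0.0357), rho = 0.964 (exact permutation p = 0.0028) and r = 0.995 without SAT and WIK. mdh1ab alone had r = 0.905 (exact permutation p = 0.0036, adjusted p = 0.0107), rho = 0.893 and r = 0.887. The glycolysis score had r = 0.777 (exact permutation p = 0.0419, adjusted p = 0.1), rho = 0.714 (exact permutation p = 0.0881) and r = 0.509 without SAT and WIK, so that this relation rests on those strains. It fell to 0.667 without TU 52. Fatty acid oxidation had r = 0.759 (exact permutation p = 0.0395, adjusted p = 0.1).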

Border zone embcmhc levels did not correlate to border zone proliferation (Fig. 4h). 

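Of the 502 genes that rose with 7 dpci embcmhc staining over the strains, 171 also fell with 90 dpci wound length, where 11.6 would be shared if the 2 sets were unrelated. mdh1ab is one of them by its r with each measure. With the genes that rose with border zone proliferation 22 were shared, with 90 dpci wound area 70 and with 21 dpci staining 84 (18.0, 12.1 and 13.2 if unrelated). Sharing follows in part from the relation of the measures themselves, 7 dpci embcmhc and 90 dpci wound length at r = -0.854 over the 7 strains (two-sided exact permutation p = 0.0143, adjusted p = 0.0214), rho = -0.919 and r = -0.937 without the 2 farthest strains. The 22 genes shared with proliferation were 10 without NA 33, 12 without KCL 66 or TU 51, 13 without TL 46 and 14 without TU 52. With a strain left out they were 220 (NA), 95 (TL), 59 (SAT), 43 (KCL), 35 (AB) and 0 (WIK), without NA and TU 365, and with Spearman's rho 0. The 171 were 18 with the strain medians of both measures, where the median of 90 dpci wound length was 0 in AB, NA, SAT, TL and WIK.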

There was an overlap between genes correlating to 7 dpci embcmhc expression and 90 dpci wound length but not proliferation (Fig. 4i, arrowhead). These data reveal that higher and prolonged expression of embcmhc^18^ is beneficial for long-term regeneration.

**Fig. 4:**
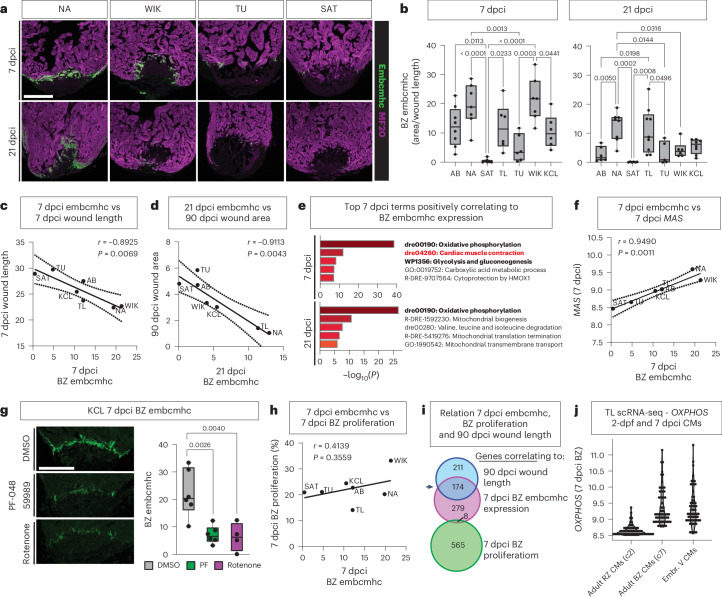
Levels of *OXPHOS* correlate to the upregulation of embryonic myosin. **a**, Representative images of MF20 and embcmhc double immunofluorescence staining showing differential embryonic myosin staining in the border zone cardiomyocytes of NA, WIK, TU and SAT at 7 dcpi and 21 dpci (scale bar, 300 µm). **b**, Quantification of differential expression of embcmhc in the border zone of the strains at 7 dpci and 21 dpci. **c**,**d**, Negative correlation between 7 dpci border zone embcmhc staining with 7 dpci wound length (**c**) and 21 dpci border zone embcmhc staining with 90 dpci wound area (**d**). **e**, Top five positively correlating terms in genes of 7 dpci bulk RNA-seq with 7 dcpi and 21 dpci border zone embcmhc activity. **f**, Positive correlation of embcmhc staining to *MAS* at 7 dpci. **g**, Reduced border zone embcmhc expression in 7 dpci KCL hearts treated with inhibitors PF-04859989 or rotenone compared to DMSO control. Representative images are on the left, and quantification is on the right (scale bar, 300 µm). **h**, No correlation between embcmhc activity and border zone cardiomyocyte proliferation at 7 dpci. **i**, Venn diagram displaying high overlap between genes correlating to 90 dpci wound length and 7 dpci embcmhc level but little overlap between embcmhc and border zone proliferation at 7 dpci. **j**, Levels of OXPHOS in adult 7 dpci remote and border zone cardiomyocytes and 2 dpf embryonic ventricular cardiomyocytes, showing similar levels of OXPHOS in border zone and embryonic cardiomyocytes. Reanalysis of previously published integrated scRNA-seq dataset^13^. **b**, 7 dpci: AB n = 8; NA, SAT, WIK *n* = 7; TL, TU, KCL *n* = 6, 21 dpci: AB, SAT, WIK *n* = 6; NA, KCL *n* = 8; TL *n* = 9; TU *n* = 5 (biological replicates); **g**, DMSO, PF-04859989 *n* = 6, rotenone *n* = 4 (biological replicates). **b**,**g**, One-way ANOVA with Tukey’s test. **c**,**d**,**f**,**h**, Simple linear regression. **e**, Analysis performed using Metascape. BZ, border zone; c, cluster; Embr. V. CM, embryonic ventricular cardiomyocyte; MF20, all cardiomyocytes; RZ, remote zone. Source data

It seems counterintuitive that both MAS and OXPHOS appear to be required for this embryonic state, as embryonic cardiomyocytes have been shown to strongly rely on glycolysis instead of OXPHOS for their metabolism^36,37^. However, reanalysis of published bulk RNA-seq data of zebrafish heart development between 30 hours and 72 hours post-fertilization (hpf) from Hill et al.^38^ showed that *OXPHOS* genes are progressively upregulated during development, indicating that *OXPHOS* increases with cardiomyocyte maturation (Extended Data Fig. 5a). Furthermore, directly comparing 2 days post-fertilization (dpf) embryonic ventricular cardiomyocytes with 7 dpci border zone cardiomyocytes, using previously published integrated scRNA-seq data^13^, shows that *OXPHOS* levels in embryonic cardiomyocytes are similar to border zone cardiomyocytes and much higher than in remote zone cardiomyocytes (Fig. 4j). This indicates that *OXPHOS* levels indeed return to an embryonic state, but *OXPHOS* levels are unexpectedly high in cardiomyocytes during active (re-)differentiation. Upregulation of OXPHOS genes would facilitate the increase in proteins required for assembly of the ETC while mitochondrial numbers scale up to generate the energy required for sarcomere reassembly and maturation. The maintained high expression of embcmhc in strains such as NA and TL at 21 dpci indicates that a continued ‘embryonic’ re-differentiation state is beneficial for successful long-term regeneration, after proliferation levels have ceased.

### Temporal separation of cardiomyocyte proliferation, OXPHOS and re-differentiation

Consistent with a correlation between long-term regeneration and cardiomyocyte re-differentiation, *Cardiac muscle contraction* as a Gene Ontology term was also enriched at 7 dpci (Fig. 4e, red). 

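In strains with more embcmhc staining at 7 dpci, 3 of 12 measured genes of the border zone and embryonic sarcomere had r above 0.75 (1 of 100 permutations of the strains gave as many), compared with 1 of 24 genes of the mature cardiomyocyte. Between NA and SAT, tnnc1a, a cardiac troponin gene, was higher in NA at 7 dpci (log2 fold change 1.36, standard error 0.34, adjusted p = 0.012), as was ankrd1a, a stress gene of the sarcomere (3.03, standard error 0.73, adjusted p = 0.007). Against uninjured hearts, over the mean of the strains, 3 of the 12 genes rose at 7 dpci, myh7, a myosin heavy chain (2.44, standard error 0.19), ankrd1a (3.02, standard error 0.37) and acta1a, a sarcomeric actin (1.24, standard error 0.24). As a list the 12 genes had an adjusted p of 0.31 by camera with an estimated correlation. Skeletal muscle genes also rose in this comparison (median log2 fold change 3.08 over 18 genes), and whether that bears on these genes was not tested. Of the mature cardiomyocyte genes 6 of 24 fell and none rose (median -0.22; adjusted p = 0.31 with an estimated correlation).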

Although most of the genes in this term were *OXPHOS* genes, selecting only the genes with a specific role in muscle contraction showed that these were most strongly expressed in border zone cardiomyocytes and correlated to levels of *OXPHOS* (Fig. 5a and Extended Data Fig. 5b,c). By contrast, there was no correlation of expression of proliferation marker *mcm5* to levels of border zone *Cardiac muscle contraction* (Fig. 5b), indicating that proliferation and differentiation are mutually exclusive. To understand the timeline of events, we performed an scRNA-seq experiment using the *TgBAC(nppa:mCitrine)*^*8889Tg*^ line (TL background)^13^, in which mCitrine is expressed in border zone cardiomyocytes under the *nppa* promotor. mCitrine^+^ cardiomyocytes at 1, 3 and 7 dpci were FACS sorted and processed for scRNA-seq (Fig. 5c and Supplementary Information). Initial analysis identified seven clusters that appeared to be grouped according to the injury timepoints (Extended Data Fig. 5d–f and Supplementary Table 8). We confirmed that the cells were border zone cardiomyocytes and that a subcluster was entering the cell cycle (Extended Data Fig. 5g–i). To investigate the order of events that border zone cardiomyocytes undergo during regeneration, cells were projected into a linear pseudotime trajectory (Fig. 5d,e). We identified the genes that were differentially expressed over the pseudotime and grouped them with unsupervised hierarchical clustering into eight modules that were analyzed for enriched processes (Fig. 5f and Supplementary Tables 9–17). At 1 dpci, there was high expression of genes involved in *Glycolysis*, including *hk1*, encoding for a rate-limiting enzyme for glycolysis, and *pdk4*, encoding for an enzyme that inhibits pyruvate entry into the TCA cycle, likely due to cellular stress directly in response to injury (module 1)^39,40^. Between 1 dcpi and 3 dpci, *OXPHOS* genes were downregulated, whereas *Glycolysis* continued (module 2). During the transition from 3 dpci to 7 dpci, *Cell cycle* genes were upregulated (module 3). The peak of *Cell cycle* gene expression was directly followed by *Mitochondrial organisation* (module 4) and expression of large numbers of *OXPHOS* genes (module 5). *OXPHOS* as well as *Glycolysis* remained active toward the end of the 7-dpci timepoint (module 6). This was followed by further *Mitochondrial organisation* (module 7), possibly reflecting mitochondrial recovery^15^, and by *Membrane organisation*, suggesting cardiomyocyte remodeling, possibly to invade the wound (modules 8)^41–44^. These data indicate that when *OXPHOS* levels were lowest, *Cell cycle* was active (Fig. 5f,g). We then used the StemID algorithm, which revealed an increase in cardiomyocyte differentiation state along the pseudotime (lower diversity of cell fates and lower transcriptome entropy; Fig. 5h). Looking in detail at *Glycolysis*, *TCA* and *OXPHOS* genes in the pseudotime suggests sequential activation of the pathways (Fig. 5i). Although some *OXPHOS* and *TCA* genes were expressed in the initial injury response around the time of *Cell cycle* activity, the metabolic flow appeared to go toward lactate (module 4), followed by a sudden switch to genes of the MAS and TCA cycle in module 5 and a sudden strong upregulation of *OXPHOS* genes (Fig. 5f,g, black line). These data confirm that proliferation and OXPHOS are separated in time. Specific upregulation of *MAS* at the start of *OXPHOS* in the pseudotime supports our finding of a key role for the MAS in the activation of *OXPHOS* at 7 dpci.

**Fig. 5:**
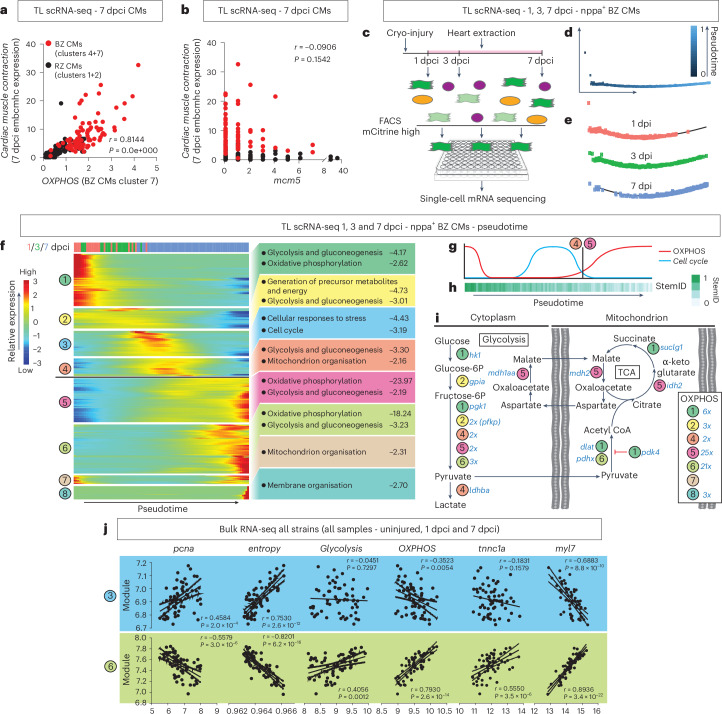
Cardiomyocyte proliferation is separated in time from OXPHOS and cardiomyocyte re-differentiation. **a**,**b**, Positive correlation of cardiac muscle contraction genes in cardiomyocytes to OXPHOS (**a**) but not to proliferation marker *mcm5* (**b**) by reanalyzing previous scRNA-seq data from Honkoop et al.^13^. Red indicates border zone cardiomyocytes; clusters are as in the original publication. **c**, Schematic diagram of the scRNA-seq procedure using the transgenic *TgBAC(nppa:mCitrine)* line to FACS 1 dcpi, 3 dcpi and 7 dpci border zone cardiomyocytes. **d**, Timeline generated by pseudotime analysis of the 1 dcpi, 3 dcpi and 7 dpci border zone cardiomyocytes. **e**, Pseudotime analysis recapitulates the real-time order of the samples. **f**, Differentially expressed genes changing over pseudotime, grouped into eight modules using unsupervised hierarchical clustering. Each module was analyzed for enriched processes. **g**, Schematic to indicate how levels of *OXPHOS* and *Cell cycle* genes alternate. **h**, StemID analysis shows that the cardiomyocytes differentiate along the pseudotime. **i**, Sequential activation of *Glycolysis*, *TCA cycle*, *MAS* and *OXPHOS* genes based on pseudotime analysis. **j**, Correlation graphs of strain bulk RNA-seq data comparing significantly expressed genes in modules 3 and 6 with proliferation (*pcna*), differentiation state (*entropy*), *Glycolysis*, *OXPHOS*, *tnnc1* (correlates to border zone embcmhc expression) and *myl7* (mature cardiomyocyte marker). Data showing positive correlation between proliferation and de-differentiation with module 3 but negative correlation to module 6. *OXPHOS* and *myl7* have the opposite pattern. Embryonic border zone marker *tnnc1a* only positively correlates to module 6 and, thus, the re-differentiation stage. **d**–**f**,**h**, *n* = 4 hearts per timepoint. **a**,**b**,**j**, Simple linear regression. BZ, border zone; CM, cardiomyocyte; RZ, remote zone.

Integrating the pseudotime data with the bulk RNA-seq of the different strains allowed us to plot the pseudotime modules against the processes of interest in the bulk RNA-seq (Fig. 5j and Extended Data Fig. 6). This revealed that genes from modules 1–3 positively correlated with both *pcna* and *entropy* levels (the higher the entropy, the more de-differentiated the cells) but negatively with levels of mature cardiomyocyte marker *myl7*, confirming that, during modules 1–3, cardiomyocytes de-differentiate and proliferate. 

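In the bulk libraries, genes of modules 1 and 2 were higher where pcna was higher and lower where myl7 was higher, and genes of module 3 showed neither relation at the threshold. Module scores were the mean log2 CPM of each module's genes in Supplementary Table 9, set against each marker over the 61 ventricles, with 48 relations in the family. Numbers of modules are those of that table. With pcna, r was 0.319 for module 1 (permutation p = 0.0126, adjusted p = 0.0232; rho = 0.336), 0.430 for module 2 (0.00063, adjusted 0.0014; rho = 0.471) and -0.015 for module 3 (permutation p = 0.906; rho = 0.036). With the entropy of the CPM values, r was 0.372, 0.541 and 0.266, the last with an adjusted p of 0.0645. A single mitochondrial ribosomal RNA took 31.2 to 69.3% of the counts, so this entropy may follow its share, which was not tested. Within time points the r with entropy was 0.147 and 0.253 for modules 1 and 2 (adjusted p = 0.377 and 0.111) and did not pass. With myl7, r was -0.545 (permutation p = 1e-05, the smallest possible; rho = -0.563), -0.643 (rho = -0.646) and -0.16 (permutation p = 0.219). Without the 2 farthest ventricles the r with pcna was 0.294 and 0.387 and with myl7 -0.50 and -0.587 for modules 1 and 2. Within time points, r with pcna was 0.053 and 0.145 (adjusted p = 0.82 and 0.38) and did not pass, and r with myl7 was -0.362 and -0.347 (adjusted p = 0.0158 and 0.0202). This r with myl7 was -0.521 and -0.524 in uninjured hearts and -0.406 and -0.570 at 1 dpci, but 0.200 and 0.322 at 7 dpci. Within strain and time point it was -0.128 and -0.245.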

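Modules 1 and 2 were set against the metabolic scores in the same way. The r with the OXPHOS score was -0.228 for module 1 (permutation p = 0.0777, adjusted p = 0.12; rho = -0.257) and -0.383 for module 2 (permutation p = 0.0026, adjusted p = 0.0052; rho = -0.393; r = -0.323 without the 2 farthest ventricles). Within time points the r of module 2 was 0.0062, so that this relation does not hold there. For the glycolysis score r was -0.083 and -0.226 (permutation p = 0.53 and 0.0803). Module 3 had r = 0.135 with OXPHOS (permutation p = 0.299) and 0.153 with glycolysis (permutation p = 0.238). Module 1 holds hexokinase gene hk1 and pdk4, a kinase that blocks pyruvate dehydrogenase.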

There was a weak negative correlation to *OXPHOS* and no correlation to *Glycolysis*. In module 4, these correlations disappeared while reversing from module 5 onwards. 

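Module 4, with 164 measured genes of which 19 are OXPHOS genes, was higher in ventricles with more myl7 and less pcna. Its r was 0.89 with myl7 (permutation p = 1e-05, the smallest possible; rho = 0.89; r = 0.868 without the 2 farthest ventricles), -0.588 with pcna (rho = -0.655; r = -0.582) and -0.389 with entropy (permutation p = 0.0021, adjusted p = 0.0043; rho = -0.385). Within time points these were 0.773, -0.374 (adjusted p = 0.0137) and 0.120 (adjusted p = 0.46), the last with the sign turned. Within strain and time point they were 0.815, -0.277 and -0.190, without a test. With the OXPHOS score r was 0.845 (rho = 0.807), 0.793 when the shared genes were left out of the module and 0.731 within time points, and with glycolysis 0.648 (rho = 0.621; 0.656 within time points).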

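Modules 5 and 6 were higher where myl7 was higher and pcna lower, module 6 at a smaller r for myl7 and a larger one for pcna, while module 7 had no relation that passed. With myl7, r was 0.876 for module 5 (permutation p = 1e-05, the smallest possible; rho = 0.884; 0.853 without the 2 farthest ventricles), 0.536 for module 6 (permutation p = 2e-05; rho = 0.543) and -0.125 for module 7 (permutation p = 0.338). With pcna, r was -0.509 (rho = -0.586), -0.576 (rho = -0.620) and -0.090 (permutation p = 0.491). With entropy, r was -0.459 for module 5 (permutation p = 0.00023; rho = -0.480), -0.061 for module 6 (permutation p = 0.639) and 0.170 for module 7 (permutation p = 0.191). Within time points r with pcna was -0.179 for module 5 (adjusted p = 0.27) and -0.478 for module 6. There the r with myl7 was 0.717 for module 5 and 0.288 for module 6, which no longer passed (adjusted p = 0.0606), and r with entropy turned to 0.0331 and 0.378.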

Modules 5–7 showed a negative correlation to *pcna* and *entropy* and a positive correlation to *myl7*, indicating cardiomyocyte re-differentiation and cell cycle exit. 

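Both metabolic scores were higher in ventricles with higher module 5 and module 6 scores. The OXPHOS score had r = 0.9 with module 5 (permutation p = 1e-05, the smallest possible; rho = 0.881; r = 0.886 without the 2 farthest ventricles) and 0.578 with module 6 (rho = 0.494; 0.532). Module 5 itself holds 24 OXPHOS genes and 43 genes of the cytosolic ribosome among its 164 measured genes; without the OXPHOS genes r was 0.843, and 0.461 for module 6. Within time points r was 0.850 and 0.38. For glycolysis r was 0.647 with module 5 (rho = 0.614; 0.676 within time points) and 0.421 with module 6 (permutation p = 0.0009, adjusted p = 0.002; rho = 0.315). Module 7 had r = -0.118 with OXPHOS (permutation p = 0.365) and -0.019 with glycolysis (permutation p = 0.887).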

There was a strong correlation between levels of *Glycolysis* and *OXPHOS* with these later modules. 

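The level of tnnc1a was not related to modules 1 and 2 in the bulk libraries, with r of -0.065 (permutation p = 0.624; rho = -0.055) and -0.173 (permutation p = 0.184; rho = -0.154) over 61 ventricles. For module 3 r was 0.253 (permutation p = 0.0496, adjusted p = 0.0793; rho = 0.309; r = 0.153 without the 2 farthest ventricles). Within time points r was 0.289 for module 2 (adjusted p = 0.0606) and 0.351 for module 3 (adjusted p = 0.0198).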

The marker of embcmhc expression, *tnnc1a*, did not correlate to the early pseudotime or to module 3, when the cells are most de-differentiated, indicating that it is not a de-differentiation marker. By contrast, it correlated to modules 5–7, confirming that upregulation of embryonic sarcomere genes and *OXPHOS* are specific for cardiomyocyte re-differentiation.

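Ventricles with more tnnc1a had higher module 5 scores and, at smaller r, higher module 6 scores. The r was 0.600 for module 5 (permutation p = 1e-05, the smallest possible; rho = 0.619; 0.572 without the 2 farthest ventricles), 0.306 for module 6 (permutation p = 0.0173, adjusted p = 0.0308; rho = 0.301; 0.272) and -0.015 for module 7 (permutation p = 0.909). Module 4 had r = 0.538 (permutation p = 4e-05; rho = 0.533). Within time points r was 0.203 for module 4, 0.301 for module 5 (adjusted p = 0.0514) and 0.0072 for module 6, none of which passed.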

### Genetic manipulation of *mdh1ab* confirms its role in long-term regeneration

Our data indicate that activation of the MAS and OXPHOS are key for re-differentiation and long-term regeneration. However, as both inhibitors might have off-target effects^30,45,46^, we generated cardiomyocyte-specific knockouts (cKOs) for *mdh1ab* (*mdh1ab* cKO, AB strain) (Fig. 6a). To generate the knockout, we injected a construct containing three gRNAs to remove the entire *mdh1ab* gene into a *cardiodeleter* line expressing Cas9 under control of the *myl7* promoter^47^. Quantification of wound size at 21 dpci showed reduced regeneration in the *mdh1ab* cKO, but not the *mdh1aa* cKO, compared to control *cardiodeleters*, confirming our findings using the MAS inhibitor (Fig. 6b). Further quantification of the hearts for embcmhc showed a strong reduction in embcmhc staining in the border zone cardiomyocytes in absence of *mdh1ab* (Fig. 6c), whereas cardiomyocyte border zone proliferation was unaffected (Fig. 6d and Extended Data Fig. 7a). To understand if manipulating *mdh1ab* could result in enhanced regeneration, we also generated a cardiomyocyte-specific *mdh1ab*-overexpressing line (*mdh1ab*cOE, KCL strain) (Fig. 6e). Overexpression in cardiomyocytes indeed resulted in enhanced regeneration compared to green fluorescent protein (GFP)-overexpressing controls (Fig. 6f). Correspondingly, embcmhc was increased, whereas proliferation was again not different (Fig. 6g,h and Extended Data Fig. 7b). To confirm the role of *mdh1ab* in the upregulation of OXPHOS, we measured the OCRs of the overexpression and control hearts at 14 dpci, which indeed showed increased OXPHOS rates (Fig. 6i). Together, these data validate the role of the MAS in the upregulation of OXPHOS, cardiomyocyte differentiation and successful regeneration.

**Fig. 6:**
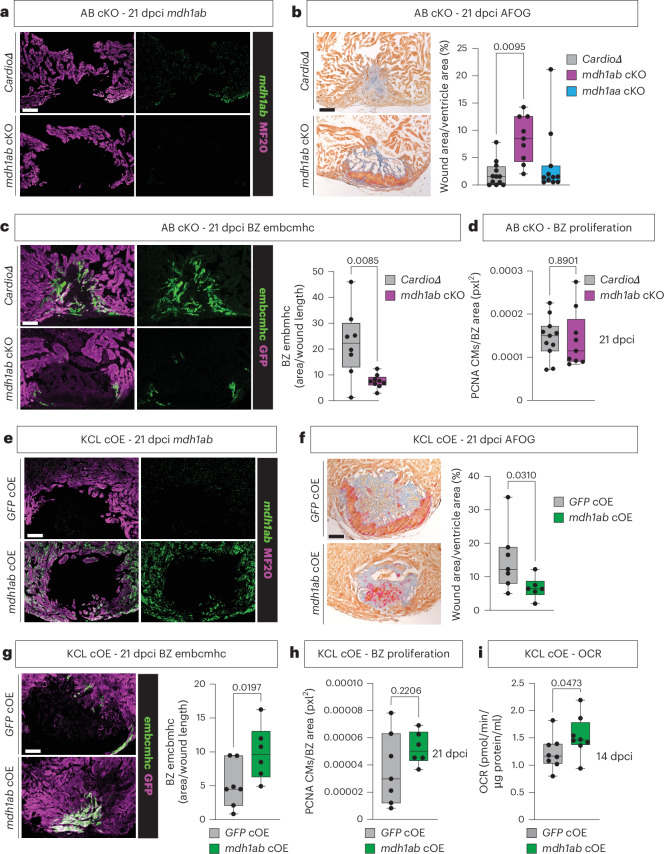
Genetic manipulation of *mdh1ab* confirms its role during long-term regeneration and cardiomyocyte re-differentiation. **a**, Representative images of RNAscope analysis of AB cardiomyocyte-specific *mdh1ab* knockout and *cardiodeleter* control showing absence of *mdh1ab* mRNA in the MF20^+^ myocardium in the knockout. **b**, Representative images of AFOG staining on AB cardiomyocyte-specific *mdh1ab* knockout and *cardiodeleter* control with wound area quantification showing increased 21 dpci wound area in the *mdh1ab* knockout but not the *mdh1aa* knockout in comparison to controls. **c**, Representative images of embchmc immunohistochemistry on AB cardiomyocyte-specific *mdh1ab* knockout and *cardiodeleter* control, with quantification showing reduced presence of embcmhc in the knockout compared to control. **d**, Quantification of PCNA^+^ border zone cardiomyocytes indicates no differences in proliferation between the AB cardiomyocyte-specific *mdh1ab* knockout and the *cardiodeleter* control. **e**, Representative images of RNAscope analysis of KCL cardiomyocyte-specific *mdh1ab* overexpression and GFP control showing increased levels of *mdh1ab* mRNA in the MF20^+^ myocardium in the overexpression heart. **f**, Representative images of AFOG staining on KCL cardiomyocyte-specific *mdh1ab* overexpression and GFP control, with wound area quantification showing reduced 21 dpci wound area in the *mdh1ab* overexpression model compared to controls. **g**, Representative images of embchmc immunohistochemistry on KCL cardiomyocyte-specific *mdh1ab* overexpression and GFP control, with quantification showing reduced presence of embcmhc in the overexpression hearts compared to control. **h**, Quantification of PCNA^+^ border zone cardiomyocytes indicate no differences in proliferation between the KCL cardiomyocyte-specific *mdh1ab* overexpression and GFP control. **i**, OCR measurements of 14-dpci ventricles show increased levels of OXPHOS in the overexpression hearts compared to control (scale bars, 100 μm). **b**, *mdh1ab* cKO *n* = 9, *mdh1aa* cKO *n* = 11, *cardiodeleter* *n* = 12 (biological replicares); **c**, *mdh1ab* cKO *n* = 9, *cardiodeleter* *n* = 8 (biological replicates); **d**, *mdh1ab* cKO *n* = 9, *cardiodeleter* *n* = 11 (biological replicates); **f**,**h**, *mdh1ab* cOE *n* = 6, *GFP* cOE *n* = 7 (biological replicates); **i**, *n* = 8 biological replicates per group. **b**, One-way ANOVA with Tukey’s test. **c**,**f**,**i**, Unpaired one-tailed Welchʼs *t*-test. **d**,**h**, Unpaired two-tailed Student’s *t*-test. **g**,**i**, Unpaired one-tailed Student’s *t*-test. BZ, border zone; CM, cardiomyocyte. Source data

### Reduced upregulation of *OXPHOS* and initiation of border zone re-differentiation in cavefish

To confirm our findings and to investigate potential evolutionary conservation of a beneficial role of OXPHOS during heart regeneration, we used *A. mexicanus*. We confirmed our previous findings that the surface fish population of *A. mexicanus* can regenerate its heart after ventricular resection, whereas the Páchon cavefish population forms a permanent scar^48^ using cryo-injury (Extended Data Fig. 8a,b). Next, we performed bulk RNA-seq on *A. mexicanus* hearts from 6 hours to 30 dpci. Analysis of the top enriched processes revealed the terms *The citric acid cycle and respiratory electron transport* and *Oxidative phosphorylation* (further referred to as *TCA/OXPHOS*) as the most strongly upregulated processes at late timepoints in the regenerative surface fish compared to cavefish (7, 14 and 30 dpci; Fig. 7a,b, Extended Data Fig. 8c and Supplementary Tables 18–20). In the first 7 days after injury, levels of *TCA/OXPHOS* correlated to the levels of *Glycolysis* in both surface fish and cavefish (Fig. 7c,d); however, this was lost in cavefish at later timepoints (Fig. 7e,f), similar to the observation in the SAT zebrafish strain.

**Fig. 7:**
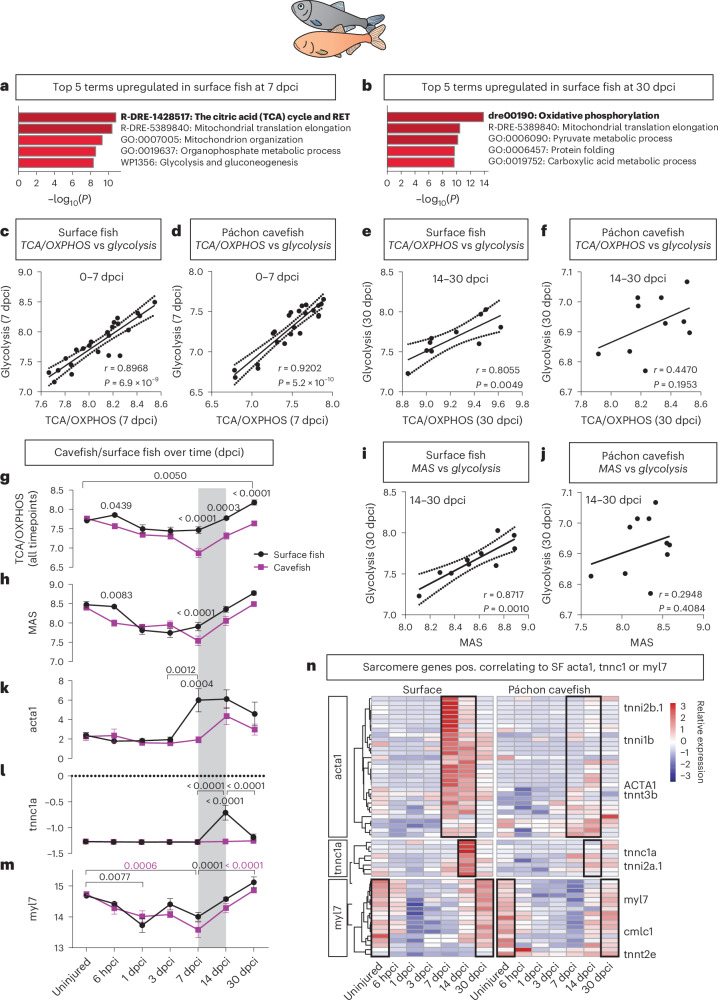
Strongly reduced re-differentiation gene expression in *A. mexicanus* cavefish versus surface fish. **a**,**b**, Top five enriched processes upregulated in surface fish at 7 dpci (**a**) and 30 dpci (**b**) compared to cavefish. **c**–**f**, Positive correlation of TCA/OXPHOS with *Glycolysis* genes at all timepoints in surface fish (**c** and **e**) but only up to 7 dpci in cavefish (**d** and **f**). **g**,**h**, Expression over time in bulk RNA-seq data. Although TCA/OXPHOS genes are initially relatively similarly expressed, they dip in cavefish at 7 dpci. From 7 dpci onwards, there is a steady increase until at least 30 dpci (**g**). Expression of MAS genes follows a similar pattern as TCA/OXPHOS expression (**h**). **i**,**j**, Significant positive correlation between the *MAS* and *Glycolysis* at late timepoints in surface fish (**h**) but not in cavefish (**i**). **k**–**m**, Expression over time in bulk RNA-seq data of two genes correlating to embcmhc expression in zebrafish, *acta1* (**k**) and *tnnc1a* (**l**), showing strong upregulation at late timepoints in surface fish but much lower and shorter upregulation in cavefish. Mature marker *myl7* expression reduces in the first days after injury, before increasing again from 7 dpci onwards (**m**). Selected significance is shown. **n**, Heatmap of sarcomere and myosin-related genes correlating to *acta1*, *tnnc1a* or *myl7* in surface fish. Timepoints of interest are highlighted with black box. **a**,**b**, *n* = 5 biological replicates per morph per timepoint; **g**,**h**,**k**–**m**, *n* = 3 for uninjured cavefish and surface fish, *n* = 5 per morph for all other timepoints (biological replicates). **a**,**b**, Analysis performed using Metascape. **c**–**f**,**i**,**j**, Simple linear regression. **g**,**h**,**k**–**m**, Two-way ANOVA with Sidakʼs multiple test; data presented as mean ± s.e.m. pos., positively. SF, surface fish.

There was a steady increase in TCA/OXPHOS from 7 dpci onwards in the regenerating surface fish, elevating above baseline and still at an upward trend at 30 dpci (Fig. 7g). In the scarring cavefish, levels of *TCA/OXPHOS* were similar to surface fish in the first 3 days; however, at 7 dpci, there was a sudden decline followed by an increase that was lower than the surface fish (Fig. 7g). *MAS* showed a very similar pattern to *OXPHOS* (Fig. 7h), and, whereas *MAS* correlated to *Glycolysis* at late timepoints in surface fish, this correlation was lost in cavefish (Fig. 7i,j), suggesting that glycolysis does not directly fuel into OXPHOS via the MAS anymore.

To understand if this could affect cardiomyocyte re-differentiation, we plotted sarcomere markers *acta1* and *tnnc1a* that correlated to 7 dpci embcmhc expression in zebrafish over time in *Astyanax* (Fig. 7k,l)^44^. In surface fish, *acta1* was upregulated at 7 dpci and started to decline after 14 dpci, whereas, in cavefish, the upregulation was lower, delayed and shorter (Fig. 7k). *Tnnc1a* was upregulated later and shorter than *acta1* in surface fish, at 14 dpci only, but completely absent in cavefish (Fig. 7l). This indicates that at the time when the correlation between *Glycolysis* and *OXPHOS* is lost, non-regenerative cavefish show a dampened upregulation of temporary ‘embryonic’ sarcomere genes, similar to the zebrafish strains SAT and TU (least regenerative). Plotting mature sarcomere marker *myl7* expression confirmed the decline in the first days after injury when the cardiomyocytes are de-differentiating, before increasing steadily again from 7 dpci onwards, and with an upward trend at 30 dpci, signaling the maturation of sarcomeres during re-differentiation (Fig. 7m). We then looked for sarcomere genes correlating to *acta1*, *tnnc1a* or *myl7* in surface fish (*r* > 0.7), which showed that there was a dynamic temporary sarcomere gene program correlating to *acta1* and *tnnc1a* that was strongly reduced in cavefish (Fig. 7n and Extended Data Fig. 8d). Levels of ‘mature’ sarcomere genes correlating to *myl7* were upregulated in the later stages in cavefish but did not achieve the strong increase between 14 dcpi and 30 dpci that was seen in surface fish (Fig. 7n). This shows that, during the re-differentiation phase in regenerative fish, a dynamic temporal sarcomere gene program is activated, which is dampened when *OXPHOS* levels fail to increase sufficiently.

## Discussion

Inter-species comparisons are a powerful approach to discover novel mechanisms involved in regeneration. However, it is difficult to tease out causative pathways when comparing highly diverse species such as zebrafish and mouse. These difficulties disappear when performing intra-species comparisons^49^. We previously showed the power of comparing within a species using *A. mexicanus* surface fish and cavefish, which led to the discovery of a conserved role for *lrrc10* during cardiomyocyte re-differentiation and regeneration^34,48^. In the present study, we took this approach further by comparing seven different wild-type zebrafish strains. Although zebrafish is considered the model organism for adult heart regeneration research^50^, we show that not all zebrafish regenerate equally. Taking advantage of the regenerative range observed in the different zebrafish strains and *A. mexicanus* has allowed us to understand seemingly contradicting processes of successful cardiomyocyte proliferation and upregulation of *OXPHOS* during heart regeneration.

By integrating single-cell and bulk RNA-seq zebrafish data to generate a timeline of events, we identify a downregulation of *OXPHOS* during de-differentiation of the border zone cardiomyocytes and confirm the maintenance of *Glycolysis* during proliferation^13,14^. Cardiomyocyte proliferation peaks when *OXPHOS* levels are lowest, followed by a sudden increase in *OXPHOS* toward the end of day 7. As ROS generated by OXPHOS inhibit cardiomyocyte proliferation^7^, the upregulation of OXPHOS could function to prevent hyperplasia.^14^ After the peak at 7 dpci, cardiomyocyte proliferation levels return to baseline by 21–30 dpci^31^. This is consistent with our finding that cardiomyocyte proliferation is important for regeneration until 21 dpci, but its role is negligible at later stages. Although this window of proliferation appears relatively short, it is sufficient to restore cardiomyocyte numbers to pre-injury levels by 30 dpci^31^. Interestingly, high levels of proliferation do not necessarily correlate with successful long-term regeneration, as exemplified by the WIK strain, which, although highly proliferative, does not complete regeneration. Reducing OXPHOS through knockout of *cox7a1* increases cardiomyocyte proliferation and improves regeneration at 28 dpci^51^. However, long-term regeneration was not analyzed, and it will be interesting to investigate the ability of cardiomyocytes to re-differentiate in these knockouts.

In contrast to proliferation, expression of embcmhc correlates well to long-term regenerative outcome. Embcmhc expression has been considered a hallmark of de-differentiation of the border zone cardiomyocytes, as they revert to a more embryonic state^18,35^. As embryonic cardiomyocytes are thought to largely rely on glycolysis, with low OXPHOS levels^15,37^, the upregulation of *OXPHOS* in the border zone and correlation to embcmhc expression seemed counterintuitive. However, we found that embryonic *OXPHOS* levels are higher than those of adult cardiomyocytes away from the injury site and similar to those of the border zone, indicating that *OXPHOS* levels are higher in actively (re-)differentiating cells, which are reassembling their sarcomeres, as compared to fully differentiated cardiomyocytes. Thus, border zone cardiomyocytes do indeed revert to an embryonic state, but, in contrast to current beliefs, this results in an upregulation of *OXPHOS* that is important for long-term regeneration.

Sarcomere gene isoforms are known to switch as development and cardiomyocyte maturation progresses, with embryonic isoforms downregulated in the adult heart and replaced by expression of mature isoforms^34,52^. Our data in *Astyanax* show that this switch also occurs during re-differentiation, with high, but temporal, upregulation of many sarcomere isoforms between 7 dpci and 30 dpci, whereas levels of other mature isoforms slowly increase until they become the main isoforms at 30 dpci. Temporal ‘embryonic’ sarcomere gene expression is not only higher in regenerative surface fish versus non-regenerative cavefish but also longer in duration. Similarly, in zebrafish, high and prolonged expression of embcmhc is beneficial to regeneration and especially long-term outcome. The transient embryonic sarcomere profile could be required for functional cardiomyocyte assembly and reintegration within the three-dimensional continuously contracting cardiac muscle. Studies on isoform switching of sarcomeres in mice suggest that embryonic/fetal isoforms may be less stiff and rigid, which could promote cardiomyocyte migration and functional reintegration during cardiac repair^52^.

High levels of OXPHOS allow the border zone cardiomyocytes to complete a full differentiation process that mimics developmental maturation. If OXPHOS levels remain too low, full differentiation is not achieved, which fits well with the finding from zebrafish that, in contrast to those completely regenerated, incompletely regenerated hearts still contain immature cardiomyocytes near the wound at 90 dpci^31^. In contrast to zebrafish, non-regenerative mouse and human wound border zone cardiomyocytes fail to fully re-differentiate^34^. Similarly, mouse cardiomyocytes that have de-differentiated due to transient exposure to constitutively active ERBB2 fail to fully re-differentiate^53^. The lack of re-differentiation in adult mouse, but not zebrafish, cardiomyocytes seems ironic, knowing that the mouse heart relies heavily on use of OXPHOS for its energy^54^.

Our data point to a central role for the MAS in the sudden upregulation of OXPHOS. The MAS, which indirectly transfers NADH into the mitochondria and regenerates NAD^+^ in the cytoplasm^29,55^, ensures maximal ATP generation from carbohydrate substrates by coupling with the ETC, thereby capitalizing on the capacity for glycolytic metabolism in fish. Although our study focuses on the boost in OXPHOS generated by activation of the MAS, the increase in TCA metabolites will likely play a wider role, from mediating biosynthetic pathways to regulation of chromatin modifications that can impact cell state and function, which requires further investigation. With a much more limited ability to upregulate glycolysis^54^, adult mouse cardiomyocytes can likely not fully benefit from activation of the MAS to obtain the levels of OXPHOS required for full sarcomere assembly. Our data show that cardiomyocytes undergo different phases during regeneration, with dynamic metabolic rewiring between the early and late stages. During the early stages, upregulation of glycolysis and downregulation of OXPHOS is key for successful cardiomyocyte proliferation. However, long-term completion of regeneration requires increased rates of OXPHOS during sarcomere reassembly and restoration of cardiac function, before returning to the pre-injury adult metabolic state. As OXPHOS has been considered detrimental to regeneration, our findings require a shift in thinking about approaches in targeting pathways to induce long-term heart repair in the human heart.

## Methods

### Animals

Zebrafish and *A. mexicanus* were used in this study. Six wild-type zebrafish strains—AB, NA, SAT, TL, TU and WIK—were obtained as embryos from the Zebrafish International Resource Center and from John Postlethwait’s laboratory (University of Oregon). KCL has been bred in our facility for more than 20 generations but originated from King’s College London. The wild-type zebrafish and transgenic *TgBAC(nppa:mCitrine)*^*8889Tg*^ (ref. ^13^) and *Tg(myl7:NLS-GFP-2A-NLS-Cas9-NLS)*^*bcz101Tg*^ (*cardiodeleter*)^47^ zebrafish lines were kept at 28 °C under a 10/14-hour light/dark cycle according to current guidelines^56^. *A. mexicanus* surface and cavefish were maintained at 20–21 °C under a light/dark cycle of 12/12 hours. All procedures involving animals at the University of Oxford were carried out in compliance with the revised Animals (Scientific Procedures) Act 1986 in the United Kingdom and Directive 2010/63/EU in Europe and were approved by Oxford University’s central Committee on Animal Care and Ethical Review. All procedures performed in the Hubrecht Institute were approved by the Animal Welfare Body of the Royal Dutch Academy of Sciences and Arts in compliance with animal welfare laws, guidelines and policies, according to Dutch and European law. Ethical approval was also obtained from the Institutional Animal Care and Use Committees of Massachusetts General Hospital and Boston College.

### Generation of transgenic zebrafish strains

To generate cardiomyocyte-specific mutants, guide shuttles carrying three gRNAs targeting either *mdh1aa* or *mdh1ab* were assembled and injected as previously described^47^. In short, three gene-specific gRNAs without predicted off-targets in the zebrafish genome were selected using CRISPRscan^57^ and subsequently cloned in vectors containing the *U6a*, *U6b* and *U6c* zebrafish promoters. These U6–gRNA cassettes were then subcloned and combined using Gibson Assembly into a Tol1-based construct carrying a transgenesis reporter that labels cardiomyocytes with the red fluorescent protein mKate. The resulting *pTol1-U6abc-mdh1aa-cmlc2:n-mKate* and *pTol1-U6abc-mdh1ab-cmlc2:n-mKate* plasmids were injected into *cardiodeleter* embryos at the one-cell stage with *Tol1* mRNA. Injected animals were screened at 72 hpf to select embryos showing mKate expression in cardiomyocytes, raised to adulthood and screened for transmission. F_1_ animals carrying the *cardiodeleter* and corresponding guide shuttle were used for regeneration experiments. Targeted regions (including PAM) are as follows: GTTTTGGTGACTGGCGCCGCCGG, GGGCATAGAGCCCACCAAGATGG and TGTTGTGGTCCAGACGGGTCAGG for *mdh1aa* and TGCGATCTGTCCTGCGGCACCGG, TGGCTGGGTTGCCAACAACTAGG and GTGAAGAATGTGATCATCTGGGG for *mdh1ab*.

To generate cardiomyocyte-specific overexpression models, *pTol2-cmlc2-mdh1ab-P2A-GFP-Tol2* and *pTol2-cmlc2-GFP-Tol2* were designed and ordered from VectorBuilder, transformed as previously described^58^. *Escherichia coli* HST08 Stellar Competent cells (TaKaRa) were incubated for 30 minutess with 5 ng of the plasmid at 4 °C for 30 minutes. The cells were heat shocked at 42 °C for 45 seconds, cooled down for 2 minutes at 4 °C, incubated for 1 hour at 37 °C in SOC medium (TaKaRa) and plated on LB agar plates (Q-BIO gene) containing 80 μg ml^−1^ carbenicillin (Thermo Fisher Scientific) overnight at 37 °C. Single colonies were expanded in LB broth overnight at 37 °C, and DNA was isolated using a QIAprep Spin Miniprep Kit (Qiagen) according to the manufacturer’s instructions. pCS2-Tol1 and pCS-Tp-Tol2 plasmids were linearized with NotI-HF (New England Biolabs) and purified using a QIAquick PCR Purification Kit (Qiagen) according to the manufacturer’s instructions. In vitro transcription of the Tol1/Tol2 genes was achieved using an mMESSAGE mMACHINE SP6 Transcription Kit (Invitrogen). DNA and mRNA concentration was assessed using a NanoDrop 2000 (Thermo Fisher Scientific). Microinjection of zebrafish embryos was performed as previously described^59^. Single-cell-stage zebrafish embryos were injected (FemptoJet 4x; Eppendorf) with a mix of 50 ng μl^−1^ plasmid DNA and 50 ng μl^−1^ Tol2 RNA. Founder embryos were bred to wild-type zebrafish to produce the F_1_ generation stably expressing the transgene(s).

### Cryo-injury of zebrafish and *A. mexicanus* heart

Zebrafish (5 months–1.5 years old) and *A. mexicanus* (2 years old) were used, age matched within experiments. Cryo-injury of the ventricle of zebrafish and *A. mexicanus* heart was performed per previous description^60^. In brief, fish were anesthetized in MS-222 (250 mg l^−1^; Sigma-Aldrich) and placed ventral side facing upwards in a sponge-holder under a dissection microscope (Olympus). An incision was made using forceps and microdissection scissors at the level of the heart, which facilitated the exposure of the ventricle out of the pericardial cavity. Cryo-injury was induced on the tip of the ventricle using a copper probe pre-chilled in liquid nitrogen. In sham groups, a probe at room temperature was used. After surgery, fish were returned to fresh tank water immediately, and their gills were pipetted through using water to facilitate breathing and restoring of swimming capability. Hearts were isolated at the indicated timepoints and processed for further analysis.

### Heart sample fixation, processing and histology sections

Isolated hearts were rinsed in pre-cooled PBS and fixed in 4% paraformaldehyde (ChemCruz) overnight at 4 °C. Dehydration was performed using increasing ethanol concentrations (70%, 80%, 90%, 96% and 100%). After overnight incubation in 100% 1-butanol, the samples were placed in paraffin (Paraplast; Sigma-Aldrich) at 65 °C, and 8-μm-thick sections were acquired using a Microm HM325 microtome. The sections were mounted on SuperFrost glass slides (VWR) and dried overnight at 37 °C for further processing.

### Acid Fuchsin Orange G staining

After sectioning the whole heart, exactly one in 10 sections was mounted per set, providing representative coverage of the whole heart for Acid Fuchsin Orange G (AFOG) staining. The procedure was performed as previously described^60^. In brief, the samples were de-waxed twice for 6 minutes in Histo-Clear II (National Diagnostics), rehydrated in descending concentration of ethanol (100%, 96%, 90%, 80% and 70%, 1 minute each), fixed in Bouin’s solution (Sigma-Aldrich) at 60 °C for 2 hours and stained in AFOG solution (0.5% w/v methyl blue, 1% w/v orange G and 1.5% w/v acid fuchsin (pH 1.09)) for 7 minutes. The stained slides were dehydrated in ascending concentration of ethanol (70%, 80%, 90%, 96% and 100%, 1 minute each) and washed twice for 6 minutes in Histo-Clear II. Finally, the slides were briefly allowed to dry before being mounted in dibutylphthalate polystyrene xylene (DPX) medium (Sigma-Aldrich) for imaging.

### Immunofluorescence staining

For immunofluorescence analysis, we took at least three sections per heart with typical wound for further processing. The samples were de-waxed with xylene (Sigma-Aldrich) and rehydrated as described above. The sections were boiled in antigen unmasking solution, citric acid based (Vector Laboratories), for 4 minutes in a pressure cooker, followed by a cool-down period in PBS for 20 minutes. The sections were then incubated in TNB (Akoya Biosciences) blocking buffer (0.1 M Tris base (pH 7.4), 0.15 M NaCl, 0.5% TNB) for 30 minutes to 1 hour at room temperature to prevent non-specific binding. Incubation with primary antibody solution was performed in a humidified chamber at room temperature overnight. After washing with PBST (containing 0.1% Tween 20), sections were incubated with secondary antibodies for 2 hours at room temperature. Primary antibodies Mef2c (Biorbyt, orb256682), PCNA (clone PC10; Dako, M0879), GFP (Abcam, ab13970), MF20 (Developmental Studies Hybridoma Bank (DSHB), AB_2147781) and embcmhc N2.261 (DSHB, AB_531790) and secondary antibodies Alexa Fluor 488 (Invitrogen, anti-mouse A11001, anti-chick A11039 and anti-rabbit A21206) and Alexa Fluor 555 (Invitrogen, A31570) were prepared using TNB buffer at a ratio of 1:200. When the staining was ready, the sections were stained using DAPI (1:1,500 in TNB) for 5 minutes and were mounted in a self-made mounting medium, Mowiol 4-88 (AppliChem), for imaging.

### RNAscope

For RNAscope, we mounted three sections per heart with typical wound for further processing. The samples were deparaffinized in xylene, incubated in 100% ethanol and air dried. After a 10-minute incubation in H_2_O_2_, the samples were boiled in target retrieval (Bio-Techne) for 15 minutes, washed in ethanol and allowed to dry. The *mdh1ab* (Bio-Techne, 1175851-C1) zebrafish probe was applied at 40 °C (HybEZ II oven; ACD) after a 12-minute incubation with protease III (Bio-Techne). Amp1, Amp2 and Amp3 were added before incubating in HRP-C1, TSA-fluorescein and HRP blocker at 40 °C (Bio-Techne). Two washes in RNAscope wash buffer (Bio-Techne) were performed in between each step. Immunofluorescence staining was then performed, and the slides were mounted with ProLong Gold antifade mounting medium (Invitrogen).

### Drug treatment

The KCL strain was used for all inhibitor experiments. The drug solutions of PF-04859989 (Sigma-Aldrich, 0.2 µM) and rotenone (MP Biomedicals, 5 µM) were prepared in 0.01 µM DMSO (Sigma-Aldrich) in Milli-Q water. The drugs were then injected intraperitoneally, together with a control DMSO (0.01 µM) group using a BD Micro-Fine U-100 insulin syringe (29-gauge) with injection volume of 10 μl. For the 7-dpci heart isolation, fish were injected once daily from 3 dpci to 7 dpci. For 21-dpci isolation, hearts were injected every other day between 1 dpci and 20 dpci.

### Bulk RNA-seq and data analysis

Both zebrafish and *A. mexicanus* hearts were harvested at desired timepoints, and total RNA was extracted from individual ventricles using a Quick-RNA MicroPrep Kit (Zymo Research). The quality of RNA was assessed using a NanoDrop 2000 (Thermo Fisher Scientific), a Qubit RNA HS assay (Thermo Fisher Scientific) and an Agilent 2100 Bioanalyzer. We used 1.5 μg of total RNA. Libraries were generated using a QuantSeq 3′ mRNA-Seq Library Prep Kit (FWD) from Lexogen. The zebrafish libraries were then sequenced using two lanes on the NovaSeq 6000 platform and those of *A. mexicanus* on the Illumina HiSeq 4000 by Oxford Genomics at the Wellcome Centre for Human Genetics. Reads were demultiplexed using bcl2fastq (version 2.20.0, Illumina) and checked for quality (adapter trimming and quality control with Trim Galore (version 0.6.4_dev))^61^ before alignment and gene counting using STAR (version 2.7.6a)^62^ against the zebrafish genome (GRCz11) with Ensembl (https://ensembl.org) annotations (release 104). For *Astyanax*, alignment was against the Mexican tetra (version 2.0) genome with customized Ensembl annotations (release 103; see GSE234989 for table)^63^. Raw reads and gene counts are accessible under accession number GSE234990 in the Gene Expression Omnibus (GEO) repository. Gene counts were loaded in R (version 4.0.1)^64^, and genes with less than one read per million mapped in all samples were removed before further analysis. Differential gene expression (DGE) was determined using DESeq2 (ref. ^65^) after controlling for unwanted variation with RUVg^66^, using genes with a coefficient of variation less than the median as negative controls for RUVg. The weight matrix generated by RUVg was added to the linear model for DESeq2 DGE analysis. Genes were deemed to be differentially expressed if they showed more than two-fold differences at a Benjamini–Hochberg^67^ adjusted *P* < 0.05. Gene Ontology enrichment was evaluated using Metascape (http://metascape.org) using zebrafish annotations and a background comprising genes retained for analysis^26^. For KEGG pathway analysis^68–70^, differential expression analysis was performed using the generalized linear models in edgeR (version 4.3.1)^71^. Genes with fold change > 1.5 and false discovery rate < 0.1 were extracted for enrichment analysis. The enrichment analysis was performed using EnrichR version 3.4.0 (ref. ^72^) on the zebrafish KEGG 2019 dataset, with default parameters. Genome-scale metabolism modeling (GEM) was performed using the continuous_integration scoring strategy in troppo version 0.0.7 (BioSystemsUM; Tissue-specific RecOnstruction and Phenotype Prediction using Omics data; https://github.com/BioSystemsUM/troppo; accessed 27 February 2025) on the ZebrafishGEM model^73^, with the raw RNA-seq counts as input. Heatmaps were produced using pheatmap^74^ in R. Venn diagrams were made with R packages Vennerable (proportional Venn^75^) or gplots (petal plots^76^). For plots of expression pattern correlation with *acta1*, *tnnc1a* or *myl7*, genes with correlation coefficient > 0.7 across time are shown. Reanalysis of the published zebrafish bulk RNA-seq data was performed on the original dataset as published^38^.

### scRNA-seq and data processing

Transgenic zebrafish hearts at desired timepoints 1, 3 and 7 dpci were dissected, and the procedures for cardiac cell dissociation, viable sorting, transcript in vivo and sequencing follow our previous description^13^. Cells were harvested and libraries were generated by Single Cell Discoveries for 75-bp paired-end scRNA-seq using an Illumina NextSeq platform^77^. The resultant sequencing data were mapped against zebrafish reference genome (Zv9). Mitochondrial, oversequenced and ERCC spike-in mRNA reads were removed. Based on the distribution of the log_10_ total reads plotted against frequency, we introduced a cutoff at minimally 500 reads per cell to be included for further analysis. A total of 1,194 cells (280 1-dpi, 262 3-dpi and 652 7-dpi cells) were then processed in Seurat version 3.2.2 (ref. ^78^) with the following parameters: variable features = 500, dimensions = 8 and resolution = 0.7. Cells that were filtered with the above parameters were subjected to pseudotime analysis using Monocle 2 (ref. ^79^). Monocle 2 was used to identify genes differentially expressed over pseudotime (*P* < 0.05) and identified eight unsupervised clusters. For functional annotation of the genes, zebrafish gene IDs were converted to human ensemble IDs using Ensembl biomaRt^80,81^, and Gene Ontology term analysis was performed using DAVID^82^ and Metascape^26^. StemID2 (ref. ^83^) was used on the Seurat object, and values were projected in pseudotime with Monocle 2. Reanalysis of the published zebrafish scRNA-seq datasets was performed on the original datasets as published^13,27^.

scRNA and bulk RNA-seq data have been deposited at the GEO (Super Series GSE234990) and are publicly available as of the date of publication by accession numbers in the key resources table (Supplementary Table 21).

### Seahorse assay

The Seahorse XF Cell Mito Stress Test Kit (Agilent) was used to determine the OCR and ECAR of uninjured and 14-dpci zebrafish ventricles. The ventricles were positioned in an Islet Capture Microplate (Agilent, 101122-100) containing DMEM (Agilent, 1035755-100; 10 mM glucose, 1 mM pyruvate and 2 mM glutamine (pH 7.4)). Ten baseline (untreated), three oligomycin (MP Biomedicals) (50 μM), seven FCCP (Sigma-Aldrich) (30 μM) and nine rotenone (MP Biomedicals)/antimycin A (ChemCruz) (45 μM) measurements were acquired using the Seahorse XFe24 Analyzer (Agilent) at 28 °C. Seahorse traces were normalized against protein concentration using a Pierce BCA Assay Kit (Thermo Fisher Scientific). The OCR was defined as the average of the top three FCCP measurements.

### ^13^C metabolic analysis by nuclear magnetic resonance

To evaluate how glucose is metabolized, we injected 4 M ^13^C_6_ glucose (ChemCruz) in Milli-Q water intraperitoneally in wild-type zebrafish from the KCL strain at 7 dpci and then isolated and snap-froze the hearts 30 minutes after injection. To extract the metabolites, three replicates of 10 pooled ventricles were homogenized in 1 ml of pre-chilled 2:1 chloroform (Thermo Fisher Scientific): methanol (Sigma-Aldrich) extraction solution in a homogenizer (hard tissue grinding MK28; Precellys). The lysate was subsequently placed at 4 °C for 5 minutes before adding 400 μl of Milli-Q water, mixing thoroughly and centrifuging at 10,000*g* for 5 minutes at 4 °C. The aqueous phase containing the metabolites was isolated, freeze dried, reconstituted in deuterium oxide (D_2_O) and analyzed quantitatively using nuclear magnetic resonance (NMR) spectroscopy.

All NMR experiments were performed on a Bruker Avance NEO NMR spectrometer operating at a proton resonance frequency of 600 MHz and equipped with a BBO CryoProbe. Measurements were done at a temperature of 298 K. Data were acquired using the TopSpin 4.1.4 software package and analyzed using MestReNova (Mestrelab Research). Spectral annotations were performed according to the literature^84^.

### Scanning electron microscopy

Adult zebrafish WIK and SAT 7-dpci hearts were isolated and fixed at room temperature with a mixture of 2.5% glutaraldehyde/2% paraformaldehyde in 0.1 M sodium cacodylate buffer (pH 7.4). Hearts were then washed in 0.1 M PIPES (Thermo Fisher Scientific) and fixed with osmium tetroxide (2%) (Agar Scientific) and potassium ferricyanide (1.5%) (Merck) for 2 hours. After washing in buffer, the samples were treated with tannic acid followed by 2% osmium tetroxide and 1% uranyl acetate (Agar Scientific), respectively. After heavy metal staining, the samples were dehydrated through ethanol series, acetone and Durcupan/acetone gradient and embedded in Durcupan ACM resin (Sigma-Aldrich). Semi-thin sections were cut at 500 nm with a Leica Ultracut 7 ultramicrotome and mounted on a glass coverslip for counterstaining with lead citrate. Coverslips were finally mounted on stubs with conductive carbon adhesive tabs, and the heart tissue was coated with carbon (Quorum Technologies) for imaging.

### Imaging

Whole zebrafish images were taken using an iPhone X (Apple). Whole hearts were imaged with a Zeiss Stemi 2000-C stereomicroscope with a Zeiss Axiocam ERC5s camera (Carl Zeiss). (Immuno)histochemistry images of heart samples were acquired using a Nikon Eclipse Ci-L microscope with a Nikon DS-Fi3 camera and a Zeiss LSM 800 (Carl Zeiss). The scanning electron microscopy images were acquired at 10 kV with detector HDBSD (working distance 5.9 mm) using Zeiss Sigma 300 FEG-SEM.

### Quantification of stained sections

We used Fiji ImageJ software (https://imagej.net/Fiji)^85^ to quantify wound size and cellular foci of images. For AFOG-stained sections, we quantified wound size, including area and open wound length, on a minimum of three sections per heart with the largest wound. The wound size was presented as a percentage of wound area and length against the ventricular area and perimeter, respectively. Additionally, to characterize the regenerative state at 90 dpci, the hearts were visually categorized into three groups: (1) completely regenerated (total lack of wound throughout the heart), (2) incompletely regenerated with closed wound (only internal collagenous scar present) and (3) incompletely regenerated with open wound (absence of compact wall closure and/or fibrin deposition additionally to collagen deposits). The percentage of hearts in each category is presented per strain.

For proliferation measurements, we counted Mef2^+^PCNA^+^ double-labeled nuclei and those labeled only by Mef2^+^ or PCNA^+^MF20^+^ cells within the border zone, a 100-μm region adjacent to the wound border. The percentage of proliferating cardiomyocytes was obtained by dividing the number of PCNA^+^Mef2^+^ against the total Mef2^+^ nuclei or PCNA^+^ nuclei over the border zone area (pxl^2^). For embryonic myosin, we identified embcmhc signal in the border zone and normalized by inner wound length.

Amira software (Thermo Fisher Scientific) was used to quantify the area of the compact wall, trabecular muscle^86^ and atrium of the uninjured hearts. To correct for variation in atrium size due to differences in the size of the hearts, the atrial area was corrected by the total area of the heart.

### Statistics

Data analysis was performed blinded, and the data were plotted using GraphPad Prism version 9.1.0 (GraphPad Software). Animal numbers in each experiment and details on statistical tests are included in the figures or their legends. Data are presented as mean ± s.e.m. The box in the box plots indicates the 25th and 75th percentiles and the middle line the 50th percentile. The whiskers extend to the most extreme data points.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Gating strategy for scRNA-seq. Dissociated injured hearts were FACS sorted with gates based on cell size and granularity to remove doublets, gating viable cells (DAPI^−^) and finally excited by 488 em525/50 and 532 em585/15 and to select the YFP^+^ population. **a**, Representative 3-dpci gating strategy. **b**, A non-fluorescent uninjured control was used to aid in selecting the correct cells.

Reporting Summary

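The genes of Supplementary Table 1 are those whose 7 dpci level fell as wound length grew over the strains. Its OXPHOS term names 25 genes, of which 24 could be measured here, and its glycolysis term names 6. Of the 24, 15 were lower in SAT and TU than in the other strains at 7 dpci and none was higher (19 lower when adjusted over the list alone, median log2 fold change -0.52), and of the 6 glycolysis genes 4 were lower (5 over the list alone, median -0.80). The study chose both sets on these samples. In the opposite direction, 605 genes had r above 0.75 with 7 dpci wound length.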

Supplementary Tables 1–21 Supplementary Table 1: Gene Ontology term analysis of 7 dpci bulk RNA-seq genes negative correlating to 7 dpci wound length measurements (relating to Fig. 1g, top). Supplementary Table 2: Gene Ontology term analysis of 7 dpci bulk RNA-seq genes negative correlating to 90-dpci wound area measurements (relating to Fig. 1g, bottom). 

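The list in this table is made in the same way from 90 dpci wound area. Of the genes with r below -0.75, members of the mitochondrial ribosome (9 of 74, 5 of 100 permutations of the strains gave as many) and of the proteasome (6 of 45, 4 of 100) stood beside those of OXPHOS, and of the paper's 24 OXPHOS genes for 7 dpci wound length 5 passed. In the opposite direction there were 488 genes. The genes shared with 7 dpci wound length numbered 212, which follows in part from the relation of the measures: wound length at 7 dpci and wound area at 90 dpci had r = 0.89 over the strains (exact permutation p = 0.0117, rho = 0.893, r = 0.757 without the 2 farthest).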

Supplementary Table 3: Upregulated genes from bulk RNA-seq in the 7 dpci NA compared to the 7 dpci SAT used for KEGG analysis (relating to Extended Data Fig. 3g). Supplementary Table 4: KEGG pathway enrichment analysis of the upregulated genes from bulk RNA-seq in the 7 dpci NA compared to the 7 dpci SAT (relating to Extended Data Fig. 3g). Supplementary Table 5: Gene Ontology term analysis of 7 dpci bulk RNA-seq genes positively correlating to 7 dpci border zone cardiomyocyte proliferation measurements (relating to Extended Data Fig. 4c). Supplementary Table 6: Gene Ontology term analysis of 7 dpci bulk RNA-seq genes positively correlating to 7 dpci embcmhc expression (relating to Fig. 4e, top). Supplementary Table 7: Gene Ontology term analysis of 7 dpci bulk RNA-seq genes positively correlating to 21 dpci embcmhc expression (relating to Fig. 4e, bottom). Supplementary Table 8: Cell counts and percentages contributing to Monocle 2 modules (relating to Extended Data Fig. 5f). Supplementary Table 9: Differentially expressed genes in pseudotime as presented in heatmap (relating to Fig. 5f). Supplementary Table 10: Gene Ontology term analysis of the differentially expressed genes of module 1 (relating to Fig. 5f). Supplementary Table 11: Gene Ontology term analysis of the differentially expressed genes of module 2 (relating to Fig. 5f). Supplementary Table 12: Gene Ontology term analysis of the differentially expressed genes of module 3 (relating to Fig. 5f). Supplementary Table 13: Gene Ontology term analysis of the differentially expressed genes of module 4 (relating to Fig. 5f). Supplementary Table 14: Gene Ontology term analysis of the differentially expressed genes of module 5 (relating to Fig. 5f). Supplementary Table 15: Gene Ontology term analysis of the differentially expressed genes of module 6 (relating to Fig. 5f). Supplementary Table 16: Gene Ontology term analysis of the differentially expressed genes of module 7 (relating to Fig. 5f). Supplementary Table 17: Gene Ontology term analysis of the differentially expressed genes of module 8 (relating to Fig. 5f). Supplementary Table 18: Gene Ontology term analysis of the upregulated genes from bulk RNA-seq in 7 dpci surface fish compared to 7 dpci Páchon cavefish (relating to Fig. 7a). Supplementary Table 19: Gene Ontology term analysis of the upregulated genes from bulk RNA-seq in 30 dpci surface fish compared to 30 dpci Páchon cavefish (relating to Fig. 7b). Supplementary Table 20: *P* values of differentially expressed Gene Ontology terms in surface fish compared to Páchon cavefish bulk RNA-seq throughout timepoints (relating to Extended Data Fig. 8c). Supplementary Table 21: Key resources table.

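The table gives the 812 genes that the paper calls higher in NA. All 812 were among the genes tested here and had a positive log2 fold change, and 537 of them passed the same thresholds in the fit over all 61 libraries. Across these genes, the table's log2 fold changes and those computed here had r above 0.99, though genes are not independent replicates. The paper called these genes higher from the same libraries, so the shared sign and the r follow from that and are not independent evidence.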

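The genes behind Supplementary Table 5 rose with border zone proliferation over the strains. Against the same threshold, 468 genes fell with it. Of the lists fixed for this tissue, proteasome genes passed in 3 of 45 cases, psmd1 among them, and 17 of 100 permutations of the strains gave as many. The 606 genes that rose were 227 of 8431 when only genes with an average log2 CPM above 1 at 7 dpci were used.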

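The genes behind Supplementary Table 6 rose with 7 dpci embcmhc staining over the strains. Beside OXPHOS, glycolysis, the malate-aspartate shuttle and the 2 cardiomyocyte lists, members past the threshold were found in the mitochondrial ribosome (10 of 74), the proteasome (8 of 45), fatty acid oxidation (6 of 23), the TCA cycle (4 of 24) and the cytosolic ribosome (4 of 79). As many were reached in 2 of 100 permutations of the strains for the proteasome, 3 for fatty acid oxidation, 4 for the TCA cycle, 6 for the mitochondrial ribosome and 19 for the cytosolic ribosome. All 6 of the paper's glycolysis genes passed, a set that the study chose on these samples. In the opposite direction, 584 genes fell with staining, and none of the macrophage, epicardium and fibroblast or endothelium markers rose.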

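For 21 dpci embcmhc staining, the subject of Supplementary Table 7, mitochondrial genes made up much of the listed members that passed. They were 13 of 74 genes of the mitochondrial ribosome, 6 of 24 of the TCA cycle and 4 of 23 of fatty acid oxidation, reached in 2, 2 and 1 of 100 permutations of the strains. Of 30 glycolysis genes 4 passed, eno3, pfkpa, tpi1b and pkma, and of 8 genes of the malate-aspartate shuttle none did. In the opposite direction 453 genes fell.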

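Supplementary Table 9 sorts genes into modules along the pseudotime of single cardiomyocytes; single-cell data are not analysed here. In the bulk count table, 186 of the 227 genes of module 1 could be measured, 90 of 110 of module 2, 66 of 77 of module 3, 164 of 212 of module 4, 164 of 192 of module 5, 25 of 37 of module 6, 46 of 57 of module 7 and 83 of 87 of module 8. Module 8 had r = 0.445 with pcna (permutation p = 0.0003, rho = 0.489), 0.477 with entropy (permutation p = 9e-05, rho = 0.482) and -0.586 with myl7 (permutation p = 1e-05, the smallest possible; rho = -0.581) over the 61 ventricles. Within time points the r of module 8 was 0.196 with pcna (adjusted p = 0.24) and 0.247 with entropy (adjusted p = 0.118), neither of which passed, and -0.361 with myl7 (adjusted p = 0.0158). Its r with myl7 was -0.485 in uninjured hearts and -0.563 at 1 dpci, but 0.331 at 7 dpci, and -0.018 within strain and time point.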

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 8 Statistical source data.

## Data Availability

The RNA-seq datasets generated in this study are deposited in the GEO repository under a SuperSeries with accession number GSE234990 (wild-type strains bulk RNA-seq: GSE234990; *Astyanax* bulk RNA-seq: GSE234989; scRNA-seq: GSE237276). Published datasets reanalyzed in this study come from the following studies: Hu et al.^27^ (GSE159032), Honkoop et al.^13^ (GSE139218) and Hill et al.^38^ (SRP117696). The raw data/measurements presented in this study are provided in the Source Data table. The materials used in this study are provided in the key resources table (Supplementary Table 21). Any further queries may be directed to the corresponding author, M.T.M.M. (). Source data are provided with this paper.

# Supplementary material for: Oxidative phosphorylation is required for cardiomyocyte re-differentiation and long-term fish heart regeneration
**Source:** Nat Cardiovasc Res. 2025 Oct 1;4(10):1363–80. doi: 10.1038/s44161-025-00718-x

# **Oxidative phosphorylation is required for cardiomyocyte re-differentiation and long-term fish heart regeneration**

---

In the format provided by the  
authors and unedited

**a**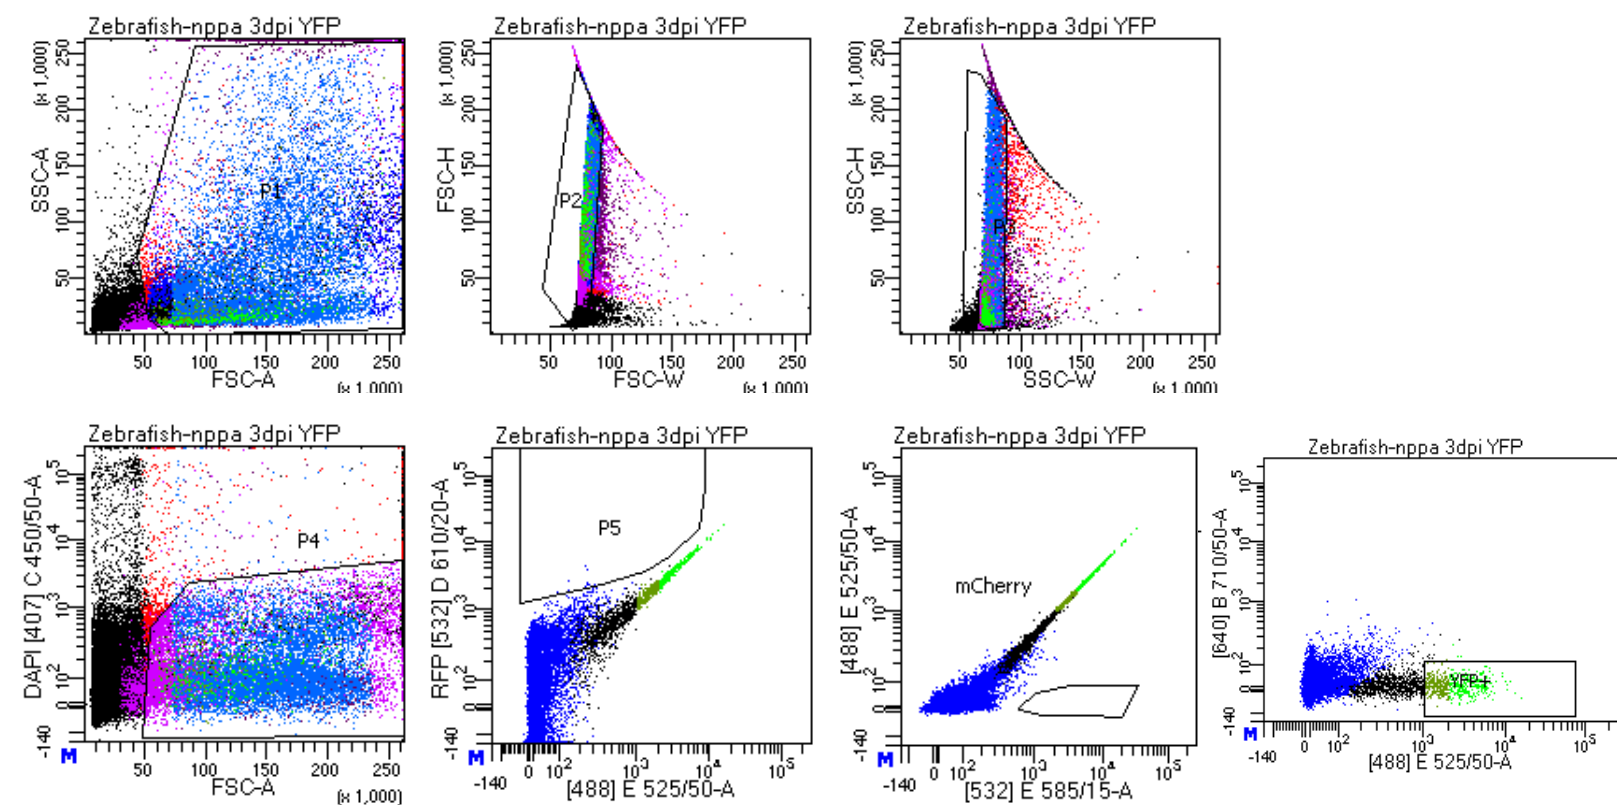**b**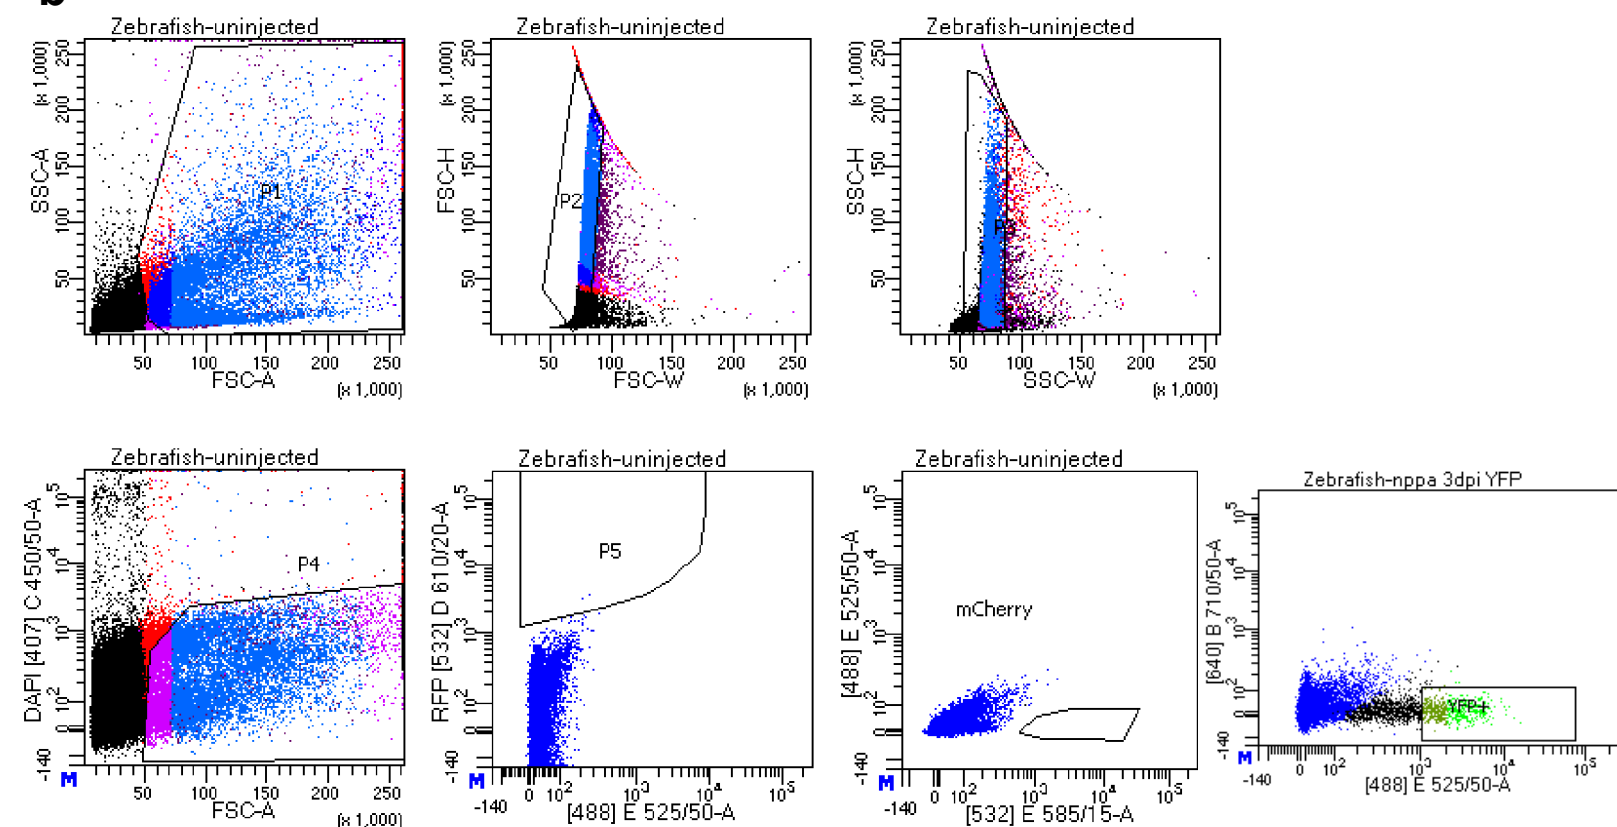

**Supplement:** Supplementary file 1 — Gating strategy for scRNA-seq. Dissociated injured hearts were FACS sorted with gates based on cell size and granularity to remove doublets, gating viable cells (DAPI−) and finally excited by 488 em525/50 and 532 em585/15 and to select the YFP+ population. a, Representative 3-dpci gating strategy. b, A non-fluorescent uninjured control was used to aid in selecting the correct cells.

# Supplementary material for: Oxidative phosphorylation is required for cardiomyocyte re-differentiation and long-term fish heart regeneration
**Source:** Nat Cardiovasc Res. 2025 Oct 1;4(10):1363–80. doi: 10.1038/s44161-025-00718-x
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Image acquisition was performed using the NIS software (version 5.01), SmartSEM software (version 7.02 service pack 3) and ZEN software (version14.0.2.201). NMR data were acquired using the Topspin 4.1.4 software. Seahorse measurements were acquired on the Wave software (version 2.6.1.56).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Data analysis   | For the single-cell and bulk RNAseq analysis the following software were used: Zebrafish Genome assembly, Zebrafish gene annotation, Mexican tetra genome assembly, Mexican tetra gene annotation, Metascape, Kyoto Encyclopedia of Genes and Genomes (KEGG), EnrichR v.3.4.0, troppo v.0.0.7, RaceID2/StemID, Rstudio, R (v.4.0.1), Bcl2fastq (v2.20.0), Trim Galore! (v.0.6.4_dev), STAR (v.2.7.6a), DESeq2, RUVg, Benjamini-Hochberg algorithm, Pheatmap (R package v1.0.8), Vennerable (R package v2.2/r79) gplots, Seurat (v3.2.2), Monocle2 (v2.18.0), DAVID, StemID2.<br>For the analysis of the NMR results, MestReNova (Mnova, v16.0.0) was used.<br>Image analysis was performed using ImageJ and Amira (v6.7.0).<br>Data visualisation and statistical analysis was performed using GraphPad Prism v9.10. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNAseq datasets generated in this study are deposited in the GEO repository under a SuperSeries with accession number GSE234990 (wild-type strains bulk RNAseq GSE234990; Astyanax bulk RNAseq GSE234989; scRNAseq GSE237276). Published datasets re-analysed in this study come from the following studies: Hu et al. (GSE159032), Honkoop et al. (GSE139218) and Hill et al. (SRP117696). The raw data/measurements presented in this study are provided in the source data table. The materials used in this study are provided in the key resources table. Any further queries may be directed to the corresponding author, Mathilda Mommersteeg ().

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected.  
Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.)  
Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were determined based on previous experiments and power calculations. At least three biological replicates were performed for each experiment with the exception of the 1Dpci TU and SAT bulk RNAseq where only two biological replicates were used. |
| Data exclusions | No data was excluded from our analyses.                                                                                                                                                                                                                           |
| Replication     | Each experiment includes measurements from several individuals which confirm our findings. Some of our experiments contain individuals from different generations (age matched) which show consistent results.                                                    |
| Randomization   | No formal randomisation technique was used, but fish were allocated at random to the different experiments performed and the various timepoints for heart collection.                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- n/a Involved in the study
- ☐ ☒ Antibodies
- ☒ ☐ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

### Methods

- n/a Involved in the study
- ☒ ☐ ChIP-seq
- ☒ ☐ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Antibodies

### Antibodies used

Primary antibodies Mef2c (Biorbyt, orb576282), PCNA (Clone PC10, Dako, M0879), MF20 (DSHB, AB\_2147781), GFP (abcam, ab13970) and embcmhc N2.261 (DSHB, AB\_531790), and secondary antibodies, Alexa Fluor® 488 (Invitrogen, A11001, A21206 and A11039) and Alexa Fluor® 555 (Invitrogen, A31570), were prepared using TNB buffer at ratio of 1:200.

### Validation

MF-20 (DSHB, AB\_2147781) was validated in zebrafish by the manufacturer (<https://dshb.biology.uiowa.edu/MF-20>). Mef2c (Biorbyt, orb576282) validated in human and mice and is predicted to react with zebrafish mef2c by the manufacturer (<https://www.generon.co.uk/other-products-186/mef2c-antibody-716721721.html>). PCNA (Dako Cytomation, M0879) was validated in zebrafish by the manufacturer (<https://www.labome.com/product/Dako/M0879.html>). anti-GFP is reactive to GFP of Aequorea victoria and is the most highly cited GFP antibody (>4700 times) according to the manufacturer ([https://www.abcam.com/en-us/products/primary-antibodies/gfp-antibody-ab13970?srsltid=AfmBOorvAUnas-1dvfTvdVoRQ9WaAQNAPgo667JVncLiTop2\\_aZFalep#](https://www.abcam.com/en-us/products/primary-antibodies/gfp-antibody-ab13970?srsltid=AfmBOorvAUnas-1dvfTvdVoRQ9WaAQNAPgo667JVncLiTop2_aZFalep#)). N2.261 (DSHB, AB\_531790) was validated in zebrafish by the manufacturer (<https://dshb.biology.uiowa.edu/N2-261>). Secondary antibodies were validated by the manufacturer against the host of the primary antibodies, are highly cited and widely used.

## Animals and other research organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Danio rerio (zebrafish, strains: AB, NA, SAT, TL, TU, WIK and KCL) and Astyanax mexicanus (Mexican tetra, surface fish and Pachon cavefish) were used in this study. Experiments were performed on fish aged 0.5-2 years. Additionally, the zebrafish transgenic line TgBAC(nppa:mCitrine) (on a TL background) was used for the scRNAseq experiment, mdh1ab cOE and GFP cOE lines were created on the KCL background, and cardiodeleter, mdh1aa cKO and mdh1ab cKO strains were generated on the AB background. When analysing previously published datasets the strain of zebrafish is noted in the manuscript.

### Wild animals

The study did not involve wild animals.

### Reporting on sex

Both male and female fish were used in our experiments.

### Field-collected samples

The study did not involve samples collected from the field.

### Ethics oversight

All procedures involving animals at the University of Oxford, Boston College and Hubrecht Institute were approved by the local animal experiment committees and performed in compliance with animal welfare laws, guidelines and policies according to national and European law.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

### Seed stocks

*Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.*

### Novel plant genotypes

*Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

### Authentication

*Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

How the deposited data were processed for this re-analysis (not part of the article)

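RNA was measured in 61 single ventricles of 7 zebrafish strains, uninjured and at 1 and 7 dpci, 3 per strain and time point except 2 for SAT and for TU at 1 dpci. The count table was made by the authors, who trimmed the reads, aligned them and counted them per gene with STAR against GRCz11, and deposited raw counts; how the 2 lanes were joined is not stated. The deposited log2 table was normalized by the authors by a method that is not stated for it. Its values are a rising function of the count in each sample, and 2 to the power of the value rises by 0.990 to 0.996 per doubling of counts of 1000 or more, with 1.83 at a count of 0; it was used only as an alternative. Samples were taken from the deposited titles, and for 6 of them the deposited labels give another time. Single-cell data and the cavefish and surface fish libraries are not analysed here.

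Total counts had a median of 3843819 per library. Genes with a CPM of at least 1 in at least 1 library were kept (16890 of 32520; 562 symbols stand on more than one row, and genes were joined by identifier). Counts were normalized by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest after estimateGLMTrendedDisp) with limma 3.58.1 in R 4.3.3. The trended dispersion was chosen for run time, but after the numbers of genes under 3 estimators had been seen. Standard errors are the absolute log2 fold change divided by the square root of F. An adjusted p is by Benjamini and Hochberg; thresholds were 0.05 and a fold of 2, and 0.1 and 1.5 for NA against SAT, as in the paper.

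Genes named in a comparison are the 10 with the largest change in each direction among those that passed with a mean log2 CPM of at least 2, and the genes that the paper names; others were chosen as list members. The 32 lists of pathways, complexes and cell types, 2 of them from the paper's supplement, were tested with camera. Scores are the mean log2 CPM at a prior count of 2. Correlations over 7 strains use all 5040 orders of the strains, those over single strains all orders of the 8 or 9 ventricles, and those over all ventricles 100000 permutations, all two-sided. Genes were called correlating at an r beyond 0.75, and the counts were set against 100 permutations of the strains. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for scores, correlations and figures. Alternatives were DESeq2 1.42.0, RUVg factors computed by own code as singular vectors of genes of low variation (not the RUVSeq package), other filters, dispersions and prior counts, and leaving out each library and strain.

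The tests were tried on simulated data with 100 genes changed by a fold of 4 and 100 by a fold of 2. Apart from these changes the counts had 1 mean per gene over all libraries and the trended dispersion alone. They therefore say little about genes that vary more than the trend or that differ between strains. Of the former 100 were found at 7 dpci, 94 for SAT and TU, 79 and 68 for the changes from uninjured and from 1 dpci, 57 within SAT and 64 for NA against SAT; of the latter 47, 43, 21, 15, 15 and 16, with 15, 8, 8, 1, 3 and 5 unchanged genes called. For correlations 200 of 200 simulated genes were found, and 391 unrelated genes (2.34%) passed. The 200 were built to follow the measure well above the noise, so their recovery says little about weaker relations. The unrelated genes were simulated as independent of one another, so their number does not cover genes that vary together. The skeletal muscle test was run first with a wider list and without a criterion on fold change, then with a list of 21 genes and both criteria, and both lists were run after the 6 genes had been seen. Strain identity was first explored with 500 top genes. The idea of a strain exchange came from the mdh1ab counts, and its test was set before it was run. A relabelling of the NA and TU uninjured libraries was computed and dropped without its values being looked at, because it would take labels from expression. Results for some single genes are not reported here.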

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

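The tests of reads shared with mdh1aa and of skeletal muscle, 4 of the 5 gene selections for strain identity, the fit without NA and TU and the permutation with strain means removed were chosen only after the results were seen, as was the bound on the shift of scores without the most abundant transcript.

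Differences between groups that passed a test of the difference itself were these. From uninjured to 7 dpci, 172 genes changed differently in SAT and TU than in the other strains, and from 1 to 7 dpci 21 genes did. In the second of these steps the OXPHOS score differed by -0.57, the score of the paper's OXPHOS genes by -0.67, the malate-aspartate shuttle score by -0.62 and mdh1ab by -2.06 in mean log2 CPM (exact permutation p = 0.0476 each, the smallest that 21 pairs of strains allow). The glycolysis score did not pass in this step (-0.34, exact permutation p = 0.19), nor did any of the 5 values from uninjured to 7 dpci (exact permutation p = 0.0952 to 0.333). The paper names SAT and TU for the largest 90 dpci wounds, measured in other fish. From these same libraries it reports that OXPHOS stayed low in them at 7 dpci, and it picked mdh1ab. These ranks therefore restate its observations and are not independent evidence. In edgeR the mdh1ab change differed by -2.40 from uninjured (adjusted p = 0.0019) and by -2.64 from 1 dpci (adjusted p = 0.012). No single strain stood out from the 7 by the gap test in any of 26 sets of strain values, where chance gives about 1 in 20. The test takes the gap between the farthest strain and the next, so strains that are low together hide each other. For mdh1ab at 7 dpci, SAT (mean log2 CPM 2.74) and TU (2.61) lay together below all other strains. In uninjured hearts the libraries labelled NA and those of SAT did so. The test could not flag these pairs and says nothing about them.

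The r of NA exceeded that of SAT by 0.478 for the malate-aspartate shuttle and OXPHOS, by 0.590 for glycolysis and OXPHOS and by 0.491 for the shuttle and fatty acid oxidation. After the strain means were removed the permutation p was 0.022, 0.0725 and 0.152, so that 1 of the 3 differences still passed.

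For the 172 genes, 8 of the 21 choices of 2 strains gave as many, and chance cannot be excluded. The highest other choice, TL and TU, gave 331, nearly double. The choices with exactly one of NA and TU gave 114 to 331 genes, NA and TU together gave 1 and all others 0 to 10, which points to a structure of the NA and TU libraries. For the 21 genes the real choice ranked first of 21, the smallest share possible. The paper names this pair for its 90 dpci wounds, in other fish, but also for its course from 1 to 7 dpci in these libraries. The rank therefore does not exclude chance. The next were 18 (TL and TU), 16 (AB and NA) and 13 (KCL and TU), each with one of NA and TU, so that the same structure stays open. The count also rests on few libraries. Of the 4 higher genes 0 were left without TU 48 of 1 dpci, 1 without SAT 36 of 1 dpci or SAT 38 and 2 without TU 49. Of the 17 lower genes there were 0 without TU 48, 8 without TU 51, 9 without SAT 37 of 1 dpci or SAT 39, 10 without TU 52 and 35 without TU 54 of 1 dpci. Of the change from uninjured, 71 genes higher and 101 lower, the numbers were 43 and 65 without SAT 39, and 40, 40 and 47 higher without uninjured SAT 4, TU 1 and TU 3. Without the strains NA and TU, 2 genes were higher and 0 lower from uninjured and 0 and 0 from 1 dpci in edgeR, in fewer samples.

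The first pattern weighed is mdh1ab, which was low in SAT uninjured and 7 dpci, in the libraries labelled NA uninjured and in those labelled TU 7 dpci, and also in SAT 36 (4.58 CPM) and TU 54 (5.38 CPM) of 1 dpci and KCL uninjured 3 (7.05 CPM, with 145 in KCL uninjured 2), but not in SAT 37 of 1 dpci (25.7 CPM). Reads shared with mdh1aa are argued against, since mdh1aa was not higher where mdh1ab was low (its difference was -55.7% of the mdh1ab loss in TU and -178% in NA). A mislabelled strain is a candidate explanation for NA and TU, since 6 of 6 libraries of NA uninjured and TU 7 dpci were closest to another strain over 5983 genes (r = 0.63 between these 2 groups, -0.14 for NA uninjured with NA 1 dpci and with NA 7 dpci, 0.66 for TU uninjured with NA 7 dpci, -0.26 with TU 7 dpci, and 0.62 for NA 1 dpci with NA 7 dpci; the libraries of TU uninjured and NA 7 dpci were not closest to their own label either), but not for KCL uninjured 3, which was closest to KCL. Which libraries would be exchanged stays open: the NA libraries of 1 and 7 dpci resemble each other, TU 48 of 1 dpci resembled TU uninjured (r = 0.58) and TU 54 TU 7 dpci (r = 0.56), and the paper's measures of NA and TU fish differ in the direction that the OXPHOS scores under the 7 dpci labels do (embcmhc at 7 dpci 19.8 and 4.69, oxygen consumption at 14 dpci 2.35 and 1.37, wound length at 7 dpci 22.4 and 29.7%). A haplotype around the gene (the 54 neighbours at percentile 90.3 or higher of all windows) and a change together with the OXPHOS genes (r = 0.369 within strain and time point) stay open, as does a response to injury that differs between strains.

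The second pattern is the lower OXPHOS score in strains with longer mean wounds at 7 dpci. The paper reports no significant difference in wound size between the strains at that time. The share of the most abundant transcript stays open: it had r = 0.243 with wound length, and leaving it out changed the r of OXPHOS by 0.0081, but TMM takes up that share (the scores shifted with an SD of 0.0122, against an SD of 0.305 of the scores themselves), so that this excludes nothing. Other cell types stay open, since 1 of 4 cell type scores had the sign opposite to that expected (macrophage r = -0.027; epicardium and fibroblast 0.147; endothelium 0.190; mature cardiomyocyte -0.136), and scores that were not part of this test went with wound length more strongly (hypoxia -0.763, atrial cardiomyocyte 0.734, erythrocyte -0.689, immediate early and heat shock 0.629, border zone and embryonic sarcomere -0.581, T and B cell 0.558), and several went with the OXPHOS score (erythrocyte 0.858, border zone and embryonic sarcomere 0.828, mature cardiomyocyte 0.711, T and B cell -0.704). A difference in library size stays open as well (r = 0.387 between total counts and score). A biological difference between the strains is among the open explanations and is untested here.

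The third pattern lies in genes the paper does not discuss. Genes of skeletal muscle were higher at 7 dpci, with a median log2 fold change of 3.08 over 18 tested genes, among them pvalb4 (6.14) and myl1 (5.71), besides the 6 that stood out first (pvalb2, pvalb1, mylpfa, actc1b, tnnt3b and myhc4). Skeletal muscle in some 7 dpci libraries may be the source, because 77.8% of the 18 genes (14) had r above 0.7 with the mean of the 6, and that mean was highest in AB 24 (7.93), KCL 67 (6.23), TU 52 (4.93) and TU 49 (4.88). A wider list, run first, gave 17 of 21 genes (81.0%). Members that changed less were ckmb (0.65), tnnt1 (0.16) and tnnc1b (0.12). Expression of these genes by the injured heart was not tested, and how many of them the uninjured heart expresses was not counted.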

How the results depend on the processing

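The fits without NA and TU, without the most abundant transcript, with the deposited table as it stands, with uninjured samples only, with estimateDisp and with legacy = FALSE were chosen after the data had been seen. Of 1470 values of the main results under all alternatives, 1264 were the same, 21 weaker, 1 stronger, 184 moved and 0 reversed. Of 7901 values of named genes 7731 were the same, 131 weaker, 32 stronger and 7 reversed. All main results kept their side with estimateDisp (20 of 20), filterByExpr (20 of 20), mean of z-scores (9 of 9), the deposited table as it stands (18 of 18), the 21 samples of 7 dpci only (2 of 2), without the most abundant transcript (9 of 9, a setting that hardly moves any score under TMM and so says little), with the list without mdh1ab (4 of 4) and within strain and time point (6 of 6). Same-numbered uninjured libraries deviated together no more than others (median r 0.0090 over 33 pairs, 0.0018 over 156), and the fit with that number as a block (replicate block: uninjured samples only) was made for the uninjured strain differences: genes that passed numbered 2404, and 2312 in uninjured samples only without the block. Where leaving out a library left 1 sample (SAT or TU at 1 dpci), that sample is assumed to vary like the other groups. With 2943684 to 5538019 counts per library, of which 31.2 to 69.3% fall on 1 transcript, genes of low expression have wide errors. The cause was not tested, except where fewer samples, fewer strains or more genes are part of the alternative.

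RUVg factors (1, then 2): 1 dpci 48 and 44 higher, 13 and 11 lower (1440 and 399 without), asb2a.1 0.16 and 0.26 (-2.17 without); 7 dpci in KCL 66 and 72, SAT 22 and 20, WIK 35 and 39. With 2 factors: NA 244, SAT and TU 89 higher and 130 lower, change from 1 dpci 0 and 6, from uninjured 27 and 42. No filter beyond 1 count: AB 331, KCL 511, NA 803, SAT 182, TL 163, TU 896, WIK 440, 7 dpci 34 lower, SAT and TU 233 and 153, change from 1 dpci 41 and 119, from uninjured 155 and 253. DESeq2: TL 56, WIK 206, change from 1 dpci 11 and 41, from uninjured 114 and 166. legacy = FALSE: TL 46. NA versus SAT: likelihood ratio test on the 2 groups alone 911 and 807, the 6 samples only 951 and 729.

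Without NA and TU: SAT 218 higher; change from 1 dpci 0 and 0, from uninjured 2 and 0; ecscr 0.51, psmb8a 1.37, smpd5 0.51, spata20 -0.0520; genes with proliferation 1440, embcmhc at 21 dpci 1276 and 7 dpci 1368, wound area 1312, wound length at 7 dpci 1337 and 90 dpci 1072; shared genes 36 (proliferation and 90 dpci wound length), 365 (embcmhc and proliferation) and 784 (embcmhc and 90 dpci wound length); r of OXPHOS with embcmhc 0.629 (21 dpci) and 0.905 (7 dpci) and of glycolysis 0.977, weaker in p as 5 strains are left.

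Spearman: OXPHOS and wound area -0.821, glycolysis and embcmhc 0.714, shared genes 0, 0 and 270 in the above order. Strain median: OXPHOS and 7 dpci wound length -0.337, glycolysis and embcmhc 0.748, shared 0 (proliferation and wound length) and 18 (embcmhc and wound length). Median over the list: glycolysis and embcmhc 0.739. Prior count 0.5: 0.750, shared 0 and 14. Average log2 CPM above 1: proliferation 227, wound area 236, shared 0 and 10. Deposited table: shared 0. WIK from uninjured to 7 dpci with the paper's OXPHOS genes 0.0570. Within time point: module 2 with OXPHOS 0.0062 and tnnc1a 0.289, entropy with modules 4, 5 and 6 0.120, 0.0331 and 0.378, module 8 with OXPHOS 0.0368 and tnnc1a 0.368.

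Leaving out 1 library, lowest to highest, with libraries that moved a count over 1.5 times: 1 dpci 1131 to 1490 higher and 370 to 492 lower; 7 dpci 389 to 498 and 16 to 29; uninjured 1917 to 2142. AB 17 to 98 (7 dpci 24 30, uninjured 4 47, 6 52, 7 17); KCL 93 to 147 (67 132, uninjured 1 93, 2 128, 3 98); NA 274 to 355 (33 287, uninjured 1 274, 2 289); SAT 11 to 30 (38 22, 39 22, uninjured 3 11, 4 19, 5 14); TL 9 to 48 (44 48, 45 9); TU 306 to 374 (51 306, uninjured 1 312, 3 333); WIK 36 to 151 (58 44, 60 60, uninjured 1 40, 2 60, 3 36). NA versus SAT 309 to 510 higher (SAT 38 309), 176 to 270 lower (NA 31 222, 33 214, 34 181, SAT 38 176, 39 218). SAT and TU 85 to 153 (SAT 39 85) and 50 to 85 (SAT 39 50, TU 51 53). Change from 1 dpci 0 to 6 (SAT 36 1, 38 1, TU 48 0, 49 2) and 0 to 35 (SAT 37 9, 39 9, TU 48 0, 54 35, 51 8, 52 10), mpi -4.77 to 0.0315 (TU 48 0.0315). From uninjured 40 to 73 (SAT 39 43, uninjured SAT 4 40, TU 1 40, TU 3 47) and 65 to 114 (SAT 39 65). mdh1ab from uninjured to 1 dpci -1.15 to 0.32 (SAT 36 0.17, TU 54 0.32). Genes with proliferation 547 to 748, embcmhc at 21 dpci 405 to 497 and 7 dpci 459 to 586, wound area 371 to 459, wound length at 7 dpci 436 to 533 and 90 dpci 342 to 463, shared by embcmhc and 90 dpci wound length 148 to 202. Shared with proliferation: 90 dpci wound length 0 to 2 (AB 24, KCL 67, NA 31, 33, SAT 38, 39, 40, TL 44, 45, 46, WIK 58, 60, 61 0, TU 51 2), embcmhc 10 to 26 (KCL 66 12, NA 33 10, TL 46 13, TU 51 12, TU 52 14). Glycolysis and embcmhc 0.667 to 0.864 (TU 52 0.667).

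Leaving out 1 strain, with 6 strains left: OXPHOS with embcmhc 0.613 to 0.927 at 21 dpci (NA 0.613, SAT 0.713) and 0.715 to 0.937 at 7 dpci (SAT 0.715), with wound length -0.851 to -0.644 (NA -0.644, SAT -0.692, WIK -0.765); glycolysis and embcmhc 0.602 to 0.941 (AB 0.788, KCL 0.778, NA 0.694, SAT 0.602, TL 0.814, WIK 0.735). Genes with proliferation 615 to 1070 (NA 934, TL 1070, TU 920), embcmhc at 21 dpci 619 to 921 (KCL 673, NA 784, TL 921, TU 697, WIK 700) and 7 dpci 702 to 895 (NA 895, SAT 790, WIK 764), wound area 590 to 843 (KCL 647, NA 804, SAT 690, TL 843, TU 624, WIK 695), wound length at 7 dpci 643 to 849 (NA 849, SAT 718, TL 836, TU 721, WIK 729) and 90 dpci 576 to 709 (AB 633, NA 709, SAT 698, TL 651, TU 600, WIK 602). Shared: proliferation and wound length 0 to 41 (AB 0, NA 17, SAT 0, TL 41, TU 2, WIK 0), embcmhc and proliferation 0 to 220 (AB 35, KCL 43, NA 220, SAT 59, TL 95, WIK 0), embcmhc and wound length 275 to 445 (AB 294, KCL 289, NA 306, SAT 315, TL 337, TU 445, WIK 275).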

Differences from the paper's values

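The paper's values here were read by eye from its figures, and the error used is the jackknife standard error of r. For genes shared by 7 dpci embcmhc and proliferation the paper has about 8 in Fig. 4i and 22 were found here. Of the alternatives set before the data were examined, the one restricted to genes with an average log2 CPM above 1 gave 10, within the limit, as did leaving out KCL 66 (12), NA 33 (10) or TU 51 (12), while Spearman (0), the deposited table (17), a prior count of 0.5 (14) and the strain median (27) still differed.

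For module 3 in Fig. 5j, read by eye, the paper's r is about 0.46 with pcna (here -0.015), about 0.75 with entropy (0.266), about -0.045 with glycolysis (0.153), about -0.35 with OXPHOS (0.135), about -0.18 with tnnc1a (0.253) and about -0.69 with myl7 (-0.16). For module 6 it is about -0.82 with entropy (here -0.061), about 0.79 with OXPHOS (0.578), about 0.56 with tnnc1a (0.306) and about 0.89 with myl7 (0.536), all in Fig. 5j. None of the alternatives set beforehand (deposited table, prior count 0.5, within time point and, for entropy, entropy of the deposited values) closed any of these. Whether the module numbers of Supplementary Table 9 are those of the figure was not established, and the entropy of the CPM values, 0.259 to 0.535, is on another scale than the figure's axis. This entropy may also follow the share of the most abundant transcript, so it cannot be taken as a like measure to the figure's.

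The paper states that mdh1ab is lower at 7 dpci in SAT and TU than in the other strains, which held here (log2 fold change -3.64), and that it leads the genes that fall with 90 dpci wound length, where it was number 2 here. The paper states that modules 1 to 3 rise with pcna and fall with myl7, which held here for modules 1 and 2. It states that the relations of module 4 vanish, where r was 0.89 with myl7 and -0.588 with pcna here. It states that modules 5 to 7 fall with pcna and entropy and rise with myl7, which held here for module 5 and, except for entropy (r = -0.061), for module 6, while module 7 had r = -0.090 with pcna, 0.170 with entropy and -0.125 with myl7, and that the early relations reverse from module 5 onwards, where module 8 had r = 0.445 with pcna, 0.477 with entropy and -0.586 with myl7, the early signs. It states that tnnc1a follows modules 5 to 7, which held for modules 5 and 6 and not for module 7 (r = -0.015).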

Other observations

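The dispersion trend used in all comparisons was chosen after gene counts under 3 estimators had been seen, and the other tests in this part were set earlier. One day after injury, over the mean of the 7 strains, 1440 genes were higher and 399 lower. Among the genes with the largest rise were adam8a (log2 fold change 5.17, standard error 0.27, adjusted p = 1.3e-21) and the chemokine gene ccl34a.4 (5.21, standard error 0.39), and among those with the largest fall were rbp4 (-2.24, standard error 0.16), lmod2a (-2.04, standard error 0.19) and cd74a (-1.90, standard error 0.22). Of 45 proteasome genes 39 were higher and none lower (median 0.66), of 30 cell cycle genes 23 were higher (median 1.95), of 10 neutrophil genes 8 (median 2.25) and of 13 macrophage genes 10 higher and 2 lower. Of 24 genes of mature cardiomyocytes 19 were lower (median -0.76), such as myl7 (-0.93, standard error 0.07). With 1 RUVg factor 48 genes were higher and 13 lower, and the medians of the proteasome, cell cycle and mature cardiomyocyte lists were 0.34, 0.38 and -0.01.

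At 7 dpci 435 genes were higher and 22 lower. The largest changes were in skeletal muscle genes, as given above. Of 18 markers of epicardium and fibroblasts 17 were higher (median 1.81), and among single genes col12a1a was higher by 3.68 (standard error 0.23), postnb by 3.35 (standard error 0.21) and col5a1 by 2.06 (standard error 0.13). Of 30 cell cycle genes 19 were higher (median 1.72), such as mcm5 (1.71, standard error 0.32), of 13 macrophage genes 7 and of 8 smooth muscle genes 5, such as tagln (2.42, standard error 0.17). The transcription factor genes nfil3-5 (-1.75, standard error 0.23) and rorcb (-1.35, standard error 0.22) were lower.

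Exchanging uninjured and injured libraries within strains gave at most 214 genes in 100 splits at 1 dpci (1839 in the real split) and at most 6 at 7 dpci (457), and exchanging uninjured libraries between strains at most 260 (2207), so chance is excluded for these 3. For SAT and TU at 7 dpci 12 of 21 choices of 2 strains gave as many as the 227 genes, the highest other being 408 (KCL and WIK), so chance cannot be excluded. Within single strains and for NA against SAT there are 10 splits, too few for a share under 0.05; the real and highest other counts were 85 and 5 in AB, 202 and 4 in KCL, 466 and 3 in NA, 34 and 1 in SAT, 28 and 2 in TL, 527 and 3 in TU, 104 and 2 in WIK, and 943 and 2 for NA against SAT.

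From uninjured to 1 dpci 993 genes were higher and 624 lower in NA, 573 and 256 in AB, 557 and 281 in WIK, 510 and 242 in KCL, 319 and 140 in SAT, 148 and 113 in TL and 110 and 46 in TU. From 1 to 7 dpci 304 were higher and 477 lower in NA, 214 and 291 in TL, 171 and 340 in AB, 93 and 94 in WIK, 87 and 175 in TU, 55 and 38 in KCL and 51 and 99 in SAT.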
